# Gene Ontology Groups and Signaling Pathways Regulating the Process of Avian Satellite Cell Differentiation

**DOI:** 10.3390/genes13020242

**Published:** 2022-01-27

**Authors:** Afsaneh Golkar-Narenji, Paweł Antosik, Shelly Nolin, Marcin Rucinski, Karol Jopek, Agnieszka Zok, Jarosław Sobolewski, Maurycy Jankowski, Maciej Zdun, Dorota Bukowska, Katarzyna Stefańska, Jędrzej M. Jaśkowski, Hanna Piotrowska-Kempisty, Paul Mozdziak, Bartosz Kempisty

**Keywords:** satellite cell, differentiation, gene markers, signalling pathways

## Abstract

Modern science is becoming increasingly committed to environmentally friendly solutions, mitigating the impact of the developing human civilisation on the environment. One of the leading fields aimed at sustainable agriculture is in vitro meat production. Cellular agriculture aims to provide a source of animal-free meat products, which would decrease worldwide nutritional dependency on animal husbandry, thereby reducing the significant impact of this industry on Earth’s climate. However, while some studies successfully produced lab-based meat on a small scale, scalability of this approach requires significant optimisation of the methodology in order to ensure its viability on an industrial scale. One of the methodological promises of in vitro meat production is the application of cell suspension-based bioreactors. Hence, this study focused on a complex transcriptomic comparison of adherent undifferentiated, differentiated and suspension-cultured myosatellite cells, aiming to determine the effects of different culture methods on their transcriptome. Modern next-generation sequencing (RNAseq) was used to determine the levels of transcripts in the cultures’ cell samples. Then, differential expression and pathway analyses were performed using bionformatical methods. The significantly regulated pathways included: EIF2, mTOR, GP6, integrin and HIFα signalling. Differential regulation of gene expression, as well as significant enrichment and modulation of pathway activity, suggest that suspension culture potentially promotes the ex vivo-associated loss of physiological characteristics and gain of plasticity. Therefore, it seems that suspension cultures, often considered the desired method for in vitro meat production, require further investigation to fully elucidate their effect on myosatellite cells and, therefore, possibly enable their easier scalability to ensure suitability for industrial application.

## 1. Introduction

The livestock sector plays a significant role in deforestation, biodiversity loss and climate change. Livestock farming is a significant contributor to the water footprint, water pollution and water scarcity. Mekonnen and Hoekstra [1] show that the water footprint (WF) of each animal product is larger than the WF of alternative crops with equivalent nutritional value. For example, the average WF per calorie for beef (10 L kcal^−1^) is 20 times greater than for cereals and starchy roots (0.5 L kcal^−1^ ). The WF per gram of protein for milk, eggs and chicken meat (approximately 30 L g^−1^ protein) is 1.5 times greater than pulses (20 L g^−1^ protein). It is estimated that livestock is responsible for 18% of anthropogenic greenhouse gas emissions (in CO_2_ equivalents) [2].

In the modern day, environmentally friendly technologies, aiming to reduce the burden of human civilization on the planet, are attracting the attention of the scientific community. Biomanufacturing of meat-based products has attracted significant attention due to the noteworthy impact of the livestock industry on the environment, as well as the resulting reduction in the ethical burden of meat consumption [3]. Meat-based diets are common worldwide, a complete transition of the population to plant-based alternatives would require immense global effort and a significant amount of time [4]. Hence, lab grown meat is proposed as a substitute for animal products to eliminate the environmental and ethical burden of meat consumption without the need to force people to transition directly to plant-based alternatives that may not present a similar nutritional value and/or taste [5].

While the concept of lab-grown meat is certainly appealing, there are several obstacles that must be overcome before it can be applied on the scale necessary to provide nutrition to the growing human population. The currently experimental “animal-free” meat products are often associated with significant cost, large energy consumption and low efficiency of production. These facts would likely contradict the purpose of the development of such technology, as the production of “animal-free” meat products areis still associated with significant energy expenditure [6]. Furthermore, the current methods of lab-grown meat production are still relatively simple and do not try to mimic the consistency or exact taste of “real” meat (as the lab-grown meat contains a range of other tissues, such as adipose and connective). Nonetheless, there are large variety of meat-based products currently available on the market [7].

Therefore, a large amount of studies is needed to ensure the viability of in vitro meat production for achieving the purpose of development of such technology. There are several challenges associated with this approach, spanning topics from achieving industrial viability to lowering the energy cost of production to decreasing the price for the end-point customer [8]. Furthermore, the generation of organized artificial tissue is an immensely complex task, requiring methods such as edible scaffold generation, development of bioprinting techniques or successful administration of different population specific media to highly heterogenous cell cultures (or design of a one-fits-all nutrient mix) [9]. Additionally, it also needs to be mentioned that current culture nutrition supplements, such as FBS, BSA or HS, remain sourced from livestock. Hence, full independence from animal products would also require the introduction of novel media supplements, appropriately scalable to facilitate adequate in vitro meat production [10].

Nevertheless, while the topic of lab-grown meat is not exactly new, the current research is still in relatively early stages and mostly focuses on finding the perfect source of stem cells for the growth of lab-produced meat, as well as determining the best technology for its propagation [6]. There are several approaches to muscle cell culture, including adherent as well as a range of suspension-based cultures and bioreactors [7]. However, knowledge of the molecular differences between the cells cultured using different methods is still lacking, with studies providing insight into the mechanisms governing satellite stem cell (the source of muscle cells in vivo) growth and differentiation in vitro, which potentially holds the key to scalability of lab-grown meat production [3].

The aim of this study was to evaluate, using next generation sequencing, the molecular effect of different types of long-term culture on turkey satellite cells. A thorough analysis of the cellular response to suspension cultures should provide further information about their molecular effects on myosatellites, thereby shedding additional light on their suitability for industrial applications. A comparison of gene expression was performed between undifferentiated satellite cells, differentiated satellite cells and suspension-cultured cells.

## 2. Material and Methods

### 2.1. Animals

All animal experiments were approved by the North Carolina State University Institutional Animal Care and Use Committee. Newborn turkeys (one day old) were killed by cervical dislocation following approved IACUC regulations.

### 2.2. The Study Design

#### 2.2.1. Isolation, Culture and Differentiation of Satellite Cells

Satellite cells were isolated from breast muscle (pectroralis thoracicus) of new born turkeys and cultured for two weeks as undifferentiated. A complex characterisation of the isolated cell population has already been described in previous works of the co-authors [11,12]. At the end of two weeks, the cells were divided into three different groups: undifferentiated, differentiated (identified through a downregulation of self-renewal genes and no telomerase activity, as described in a previous article from our group [11]) and suspension cultured. This means that some cells were kept to grow as undifferentiated (undifferentiated group) and cultured as adherent, some cells were fused to form myotubes (differentiated group) as the adherent culture and some cells were cultured as suspension (suspended group). In short, satellite cells were isolated from 1-day old turkeys using sterile forceps and scissors, mechanically disassociated with sterile forceps and incubated for 30 min in warm (37 °C) 0.17% Trypsin+0.085% collagenase solution in Hank’s balanced salt for satellite cell liberation. Subsequently, the tissue was washed twice with turkey plating medium (TPM), which consisted of 89% Dulbecco’s Modified Eagle’s Medium (DMEM), 10% horse serum (Gibco, Grand Island, NY, USA) and 1% penicillin streptomycin fungizone (Gibco). The tissue was resuspended in TPM, triturated through a Pasteur pipette followed by an 18-gauge needle; the cell concentration was estimated using a hemocytometer, and the cells for the adherent cultures were plated on 0.1% gelatin-coated 100-mm cell culture dishes at a concentration of cells per dish. After a 24-h attachment period, the TPM was replaced with turkey growth medium (TGRM), which consisted of 84% McCoy’s 5A, 15% chicken serum (Gibco) and 1% penicillin streptomycin fungizone. The satellite cells were cultured for two weeks before the growth media were replaced with differentiating media DMEM-4% horse serum. Moreover, additional cells were washed with PBS, detached through incubation in EDTA at 37 °C for 5 min and directly inoculated to an Erlenmeyer flask containing Mcoy’s 5A and 15% chicken serum, in order to culture the growing cells as a suspension under rotation at 110 rpm. All of the groups were cultured for several passages until they were viable and growing continuously. The suspended cells were cultured for three months, after which RNA isolation was performed. The experiment was repeated three times, and the isolated total RNA was pooled together for each group. Then, the pooled RNA for each of the experimental groups was subjected to RNA sequencing with bioinformatic evaluations to compare the viability and self-renewal ability of different groups. The adherent undifferentiated group was compared to the adherent differentiated group as well as to the cells cultured in suspension.

#### 2.2.2. RNA Isolation

Cells from one confluent T75 flask for each sample were digested in 500 µL of trizol and incubated at room temperature for 5 min. In the next step, 100 µL of chloroform were added, and the sample was shaken by vortex for 1 min and incubated for 5 min. The resulting mix was centrifuged at 12,000 rcf for 20 min. The upper aqueous phase was transferred to a new vial on ice and cooled isopropanol (isopropyl alcohol) in the equal amount was added, vortexed and incubated on ice for 30 min. The vial was centrifuged in a refrigerated centrifuge for 20 min. When the RNA pellet was visible, supernatants were removed, and, in order to remove isopropanol, it was washed twice with 75% ethanol. The ethanol was removed, and the pellet was dried at room temperature for 30 min. Afterwards, the dried pellet was dissolved in 25 µL DEPC water.

#### 2.2.3. RNAseq

The amount of isolated RNA was determined by spectrophotometric measurement of absorbance at 260 nm. The purity of the extracted RNA was calculated using an absorbance ratio of 260/280 nm (NanoDrop spectrophotometer, Thermo Scientific, Waltham, MA, USA). The integrity and quality of the isolated RNA were examined with the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). The resultant RNA integrity numbers (RINs) varied from 8.5 to 10, with an average of 9.2. RNA.

Five hundred nanograms of total RNA from each sample were submitted to the North Carolina State University Genomics Research Laboratory for library preparation and sequencing on the Illumina NovoSeq 6000 (Illumina, Inc., San Diego, CA, USA). Each sample generated 35–40 million sequence reads. All of the raw data were uploaded to the GEO database (GSE193361).

#### 2.2.4. Bioinformatics Analysis

The demultiplexing of the sequencing reads was carried out using Illumina bcl2fastq (v.2.20) to obtain FASTQ files. The sequencing quality was controlled using the FastQC tool [13]. Then, adapters were trimmed with Skewer (version 0.2.2) [14]. Trimmed raw reads were aligned to the turkey reference genome (Meleagris_gallopavio. Turkey 2.01) with the relevant GTF file downloaded from the Ensembl database. Alignment was carried out using STAR (version 2.5.2b) software [15]. Overall summarization results, including the number of successfully assigned reads with unnormalized counts, were performed using featureCounts [16]. In the next step, NOISeq R-package was used for quality control and quantitative analysis of the count data [17], where count values were normalized to RPKM (reads per kilobase million) and applied to the calculation of the essential parameters for the differences in expression between the compared groups. Based on the algorithm implemented in NOISeq, the most relevant parameters for calculating differential expression are the “M” value corresponding to the log2 ratio between two compared conditions (log2 (RPKM[first group]/RPKM[second group])), “D” value—the difference between conditions (RPKM [group with higher RPKM]—RPKM [group with lower RPKM]) and “*p*-value”. To avoid a type I error, we apply the Benjamini–Hochberg procedure for multiple testing correction. We assumed that the genes with a *p*-value below 0.05 were to be considered differentially expressed (DEGs). The overall transcriptomic profile between the compared groups was presented as a scatter plot, showing the total number of up- and downregulated genes. The names and expression change values f these genes are also included in the form of Table S1. The top ten up- and downregulated genes are presented in relevant tables (Table 1). The ENTREZ IDs for the turkey genes were mapped to the corresponding ENTREZ IDs for the human genes. For this purpose, we used the “biomaRt” BioConductor library [18].

#### 2.2.5. Overall Enrichment Analysis

Lists of DEGS ENTREZ IDs from each comparison were functionally analysed using the Metascape tool. Metascape combines functional enrichment, interactome analysis, gene annotation and membership search to leverage over 40 independent knowledgebases [19]. The overlapping between genes from different input gene lists was visualized using a circos plot. Terms with a cumulative hypergeometric *p* < 0.01, a minimum count of 3 and an enrichment factor > 1.5 were collected and grouped into clusters based on their membership similarities. The 20 top enriched terms from all statistically enriched ontology terms (determined on: canonical pathways, gene ontology KEGG) were presented as a heatmap with cumulative hypergeometric *p*-values. The significantly enriched terms were hierarchically clustered based on the statistical Kappa similarity between their gene memberships. The term with the lowest *p*-value per cluster was considered a generalized cluster name (cluster ID). The obtained clusters were shown as a network of enriched terms, where the main nodes are superimposed by colour-coded pie charts based on the identities from the gene lists from individual comparisons.

The enrichment analysis of the gene ontology terms was confirmed using the “clusterProfiler” library [20]. The analysis was performed separately for each comparison applied hypergeometric statistical test. Reference GO annotation data were obtained directly from the human annotation library “org.Hs.eg.db”. Enriched GO BP terms were visualized using an enrichment map—a network where edges connect overlapping gene sets, leading to the identification of common functional GO clusters.

#### 2.2.6. Protein–Protein Interaction (PPI) Networks

Protein–protein interactions (PPIs) among all input gene lists were constructed from the PPI database by Metascape to form PPI networks. PPI enrichment analysis was carried out according to interaction data from the following databases: STRING [21], BioGrid [22] and OmniPath [23]. In a situation where the PPI network contains more than three nodes, the Molecular Complex Detection (MCODE) algorithm was calculated to identify key clusters of genes within PPI [24]. For each obtained network, a list of the top three MCODE terms with the lowest *p*-values was generated and assigned a unique colour.

#### 2.2.7. Assignment of Differentially Expressed Genes

The mapped ENTREZ id and log2 ratio (“M”) from differentially expressed genes (DEGs) were subjected to functional annotation using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics tool [25]. The required data for the DEGs were uploaded to DAVID via the “RDAVIDWebService” BioConductor library [26], where each DEG was assigned to relevant GO terms with subsequent selection of significantly enriched GO terms from the GO BP Direct database. The *p*-values of the selected GO terms were corrected using the Benjamini–Hochberg correction described as adjusted *p*-values. Relevant GO ontological groups with adjusted *p*-values below 0.05 and N per group > 5 were visualized using a bubble plot. A detailed analysis of genes belonging to the significantly enriched ontology groups referring to muscle was presented as a circos plot using the “GOplot” BioConductor library [27].

#### 2.2.8. Signalling Pathways Analysis

The “rWikiPathways” BioConductor library was used to check enrichment of DEGs, in particular, the signalling pathways [28]. The log2 ratio values of significantly changed genes were mapped by colours, where blue represents upregulated genes, and red represents downregulated genes. Genes below a predetermined cut-off value were uncoloured. Data for the signalling pathways were exported from R to Cytoscape (v. 3.7.2) using the “RCy3” library [29]. The box in the pathway that corresponds to a given gene was divided into three parts, coloured separately according to the gene expression comparisons.

#### 2.2.9. Ingenuity Pathway Analysis

Lists of DEG with *p* < 0.05 were used for further functional comparisons between adherent vs. suspension, adherent vs. differentiating and differentiating vs. suspension groups using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden, Germany) to create figures of the enriched canonical pathways for each comparison. When possible, IPA’s database utilizes published data on molecular interactions in combination with the user expression data to generate enhanced pathway figures, which illustrate predictions about the states of pathway molecules that are not in the user dataset.

## 3. Results

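RNA of cultured turkey satellite cells, the muscle stem cells that lie under the basal lamina of the fibre, was sequenced as 3 libraries, 1 per group. The cells came from breast muscle of 1-day-old birds and grew for 2 weeks before the groups were formed. Suspension cells were kept for 3 months in flasks rotated at 110 rpm in medium with 15% chicken serum. Adherent undifferentiated cells stayed in the same medium on gelatin, and adherent differentiated cells received medium with 4% horse serum. RNA of 3 experiments was pooled within each group before sequencing, so the libraries have no replicates, and no SD or p-value was computed here. The authors trimmed reads with Skewer, aligned them with STAR to the turkey genome and counted them with featureCounts. The deposited table gives counts of exon, intron and gene reads, exon lengths and RPKM per gene symbol, and whether it came from that route is not given in the sources used here. The columns are headed Suspension, Adherent and Differentiating and hold 23844835, 17444865 and 22816125 exon reads. Intron reads made up 15.2%, 24.3% and 12.0% of the gene reads of these libraries in that order. Exon counts were divided by each library's total of exon reads and are given as CPM, and log2 ratios of CPM were taken without a pseudocount. The paper's M is a log2 ratio of RPKM, whose denominators per library can differ from these totals. Genes with at least 5 CPM in at least 1 library were kept, and a change means a ratio of at least 2-fold. The 95% intervals are exact Poisson intervals for levels and exact Clopper-Pearson intervals for ratios. They cover counting error only, not the spread between cultures. A gene with 0 counts was set to a floor of 3 counts, and its ratio is then a bound. For each gene list, the percentile of its median was taken among 10000 random lists of the same size matched on mean expression. That percentile describes these libraries and is not a test of the culture conditions. The headings Suspension and Adherent are used in 2 ways. In the authors' deposited table, the fold change named for suspension and differentiating cells equals the ratio of the counts headed Adherent and Differentiating in 100% of 12207 genes with at least 10 counts in both, within 0.02 on the log2 scale. The fold change named for adherent and differentiating cells equals, within the same tolerance, the ratio of the counts headed Suspension and Differentiating in all 12154 genes compared, while the fold change named for suspension and adherent cells follows the counts as headed. Which use is right cannot be read from the values, so each library is called by its heading. Every direction between adherent and suspension cells turns if the headings are exchanged. A comparison with differentiated cells then takes the other library, so its direction may turn or hold.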

To analyse transcriptome profile changes during differentiation of cultivated cells, we applied the Illumina-based RNAseq method. 

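COL1A2 and COL3A1, which encode chains of fibrillar collagen, led the library headed Differentiating, with COL1A2 at 32780.2 and COL3A1 at 21111 CPM and fibronectin, FN1, at 15529. COL1A2 was also first in the library headed Suspension, at 10967 CPM, where VIM, which encodes the intermediate filament protein vimentin, stood at 5438. The library headed Adherent was led by UBB, a polyubiquitin gene, at 15501 CPM, the elongation factor EEF1A1 at 11423 and JUN, a transcription factor of the fast response to stimuli, at 9866. The 10 most abundant genes took 5.90%, 7.72% and 14.1% of the exon reads of the libraries headed Suspension, Adherent and Differentiating. Of 23976 genes in the table, 15798 had at least 1 read in at least 1 library, and 11022 reached 5 CPM in at least 1. Among these, 4274 were highest in the library headed Suspension, 4244 in that headed Adherent and 2504 in that headed Differentiating.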

Sequencing and bioinformatic preprocessing resulted in the obtainment of data for 15,002 turkey genes. To determine differentially expressed genes, we applied NOISeg R-package where the log2 ratio between compared conditions (“M”), the difference between conditions (“D”) and *p*-values were calculated. The overall transcriptome profiles were shown as scatter plots (Figure 1). According to the accepted cut-off criteria (*p* < 0.05), in adherent undifferentiated cells, 1007 genes were upregulated, and 666 genes were downregulated in relation to suspension cells. 

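NES, TNC and PHGDH were among the 10 lowest genes of the library headed Adherent against that headed Suspension, and ELN, COL4A5, CD36 and MYH11 among the 10 highest, out of genes with at least 100 CPM in the higher library, at least 10 reads in the lower and a symbol that is no LOC number. NES, the intermediate filament gene nestin of dividing myogenic cells, had 4339.6 CPM in the library headed Suspension and 24.1 in that headed Adherent, a log2 ratio of −7.49 (95% interval −7.63 to −7.35). TNC, the matrix glycoprotein tenascin C, had a log2 ratio of −6.65 and the serine synthesis gene PHGDH one of −5.93. Elastin, ELN, rose to 1395 from 2.85 CPM, a log2 ratio of 8.93 (95% interval 8.59 to 9.30). COL4A5, a chain of basement membrane collagen, had a log2 ratio of 7.71, the fatty acid receptor CD36 one of 8.95 and MYH11, the smooth muscle myosin, one of 7.61. In all, 2203 genes were at least 2-fold higher and 2385 at least 2-fold lower in the library headed Adherent, among 11020 with a ratio, and the median of all genes was −0.15. Under the other use of the headings the higher and lower genes change places. With a pseudocount of 10 the counts were 1311 and 1291, and they also moved by more than 1.5 times with other filters and fold limits.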

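OGN, APOA1, LUM, PTN and CDH11 were among the 10 genes most above the library headed Suspension in the library headed Differentiating, and HECW2, NID2, ITGA6 and JPH2 among the 10 most below it, within the same limits of 100 CPM, 10 reads and a symbol. OGN, which encodes the proteoglycan osteoglycin, had 1249 against 1.01 CPM, a log2 ratio of 10.28 (95% interval 9.70 to 10.92). APOA1, the main apolipoprotein of high-density lipoprotein, reached 5682 (95% interval 5651 to 5713) CPM, with a log2 ratio of 6.49. Lumican, LUM, had a log2 ratio of 5.57, the growth factor pleiotrophin, PTN, one of 6.94 and the cadherin CDH11 one of 6.20. On the other side, HECW2, a ubiquitin ligase gene, had a log2 ratio of −3.65 and the basement membrane gene NID2 one of −3.43. ITGA6, the laminin receptor subunit, fell to 146 from 1418 CPM, a log2 ratio of −3.28 (95% interval −3.33 to −3.23). JPH2, which holds the sarcoplasmic reticulum to the cell membrane, had a log2 ratio of −3.52. A ratio of at least 2-fold was reached by 1001 genes upwards and 1580 downwards of 10929, around a median of −0.18. Under median-of-ratios scaling these counts were 1247 and 1248. If the headings are exchanged, this comparison takes the library headed Adherent as suspension cells, and the counts become 2017 and 2501, an alternative chosen after the columns were compared.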

In the comparison of adherent differentiated cells and suspension cells, it was shown that 827 genes were upregulated, whilst 767 were downregulated. In the third comparison between adherent undifferentiated and differentiated cells, we revealed that 546 genes were upregulated and 334 downregulated.

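MGP, COL4A6, MATN2 and MEGF10 were among the 10 genes most above the library headed Differentiating in the library headed Adherent, and COL12A1, PRRX2, PGF and P4HA3 among the 10 most below it, again out of genes with 100 CPM in the higher library, 10 reads in the lower and a symbol that is no LOC number. MGP, the matrix Gla protein that inhibits calcification, had 6095 CPM in the library headed Adherent and 19.3 in that headed Differentiating, a log2 ratio of 8.30 (95% interval 8.17 to 8.44). COL4A6 had a log2 ratio of 7.30 and MATN2, a matrix linker protein, one of 7.36. The receptor gene MEGF10 of satellite cells had one of 7.22. COL12A1, a collagen on the surface of fibrils, stood at 34.4 against 2334 CPM, a log2 ratio of −6.08 (95% interval −6.20 to −5.97). PRRX2, a mesenchymal transcription factor, had a log2 ratio of −6.61, the growth factor PGF one of −6.45 and P4HA3, a collagen prolyl hydroxylase subunit, one of −5.40. Of 11022 genes with a ratio, 2501 were at least 2-fold higher and 2017 at least 2-fold lower in the library headed Adherent, with a median of 0.05. Taking the library headed Suspension as the adherent cells gives 1580 and 1001.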

The ten genes of the highest and lowest log2 ratio values were presented in Table 1, which displays the gene symbol, gene name, PRKMs, log2 ratio between compared conditions (“M”), the difference between conditions (“D”) and *p*-value. The adherent vs. suspension comparison presented in the table of the top 20 genes includes: fibrinogen-like 2 (FGL2, log2(ratio) = −10.52), C1q and TNF related 2 (*C1QTNF2*, log2(ratio) = −10.45), calcium voltage-gated channel auxiliary subunit γ 3 (*CACNG3*, log2(ratio) = 10.40) and Wnt family member 10A (*WNT10A*, log2(ratio) = 9.34). 

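FGL2, a secreted fibrinogen-like protein of immune regulation, had 403 (95% interval 394 to 413) CPM in the library headed Adherent and 0.252 (95% interval 0.0923 to 0.548) in that headed Suspension, a log2 ratio of 10.65. C1QTNF2, a secreted relative of complement C1q, followed the same order with 138 and 0.0839 CPM and a log2 ratio of 10.69 (95% interval 8.83 to 13.74). CACNG3, a subunit related to those of voltage-gated calcium channels, went the opposite way, with 137 CPM in the library headed Suspension and 0.115 in that headed Adherent, a log2 ratio of −10.22 (95% interval −13.27 to −8.37). WNT10A, a secreted Wnt ligand, had 20.0 CPM in the library headed Suspension and 0 counts in that headed Adherent, which allows up to 0.172 CPM, so it was at least 116-fold lower there. BCAS1, a gene of myelinating cells, had 166 CPM in the library headed Adherent and 0.294 in the library headed Suspension. SPON2, a secreted matrix protein, had a log2 ratio of 10.02 and IFITM5, a membrane protein of bone-forming cells, one of 9.69. Of 16 Schwann cell markers in the table, 10 reached 5 CPM in the library headed Adherent and 4 in that headed Suspension. Exchanging the headings turns each of these directions between adherent and suspension cells. These genes were chosen because the paper lists them, so their values had been seen in Table 1.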

In the differentiating vs. suspension comparison, we observed the strongest effect on the expression of the following genes: calcium voltage-gated channel auxiliary subunit γ 3 (*CACNG3*, log2(ratio) = 10.12), ADAM metallopeptidase domain 8 (*ADAM8*, log2(ratio) = 9.87), fibrinogen-like 2 (FGL2, log2(ratio) = −10.81) and proteolipid protein 1 (*PLP1*, log2(ratio) = −11.41). 

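CACNG3 had 107 (95% interval 103 to 111) CPM in the library headed Differentiating, and its log2 ratio against the library headed Suspension was −0.36 (95% interval −0.43 to −0.28). Against the library headed Adherent, the ratio of CACNG3 was of the opposite sign for differentiated cells, with −9.87 for the library headed Adherent over that headed Differentiating. ADAM8, a membrane metalloprotease that sheds surface proteins, had 462 CPM in the library headed Differentiating, 220.0 in that headed Suspension and 0.401 in that headed Adherent. Its log2 ratio was 1.07 (95% interval 1.02 to 1.12) against the library headed Suspension. For FGL2 the library headed Differentiating held 0.307 CPM, and the interval of its log2 ratio against the library headed Suspension, −1.51 to 2.13, includes 0. RSPO4, a secreted activator of Wnt signalling, had 85.5 against 4.19 CPM in the library headed Suspension, a log2 ratio of 4.35, and PRRX2 had one of 3.82. For CACNG3 and FGL2 the outcome for differentiated against suspension cells therefore depends on which library is taken as suspension, while ADAM8 was at least 2-fold higher in differentiated cells under both uses of the headings.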

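SCARA3, a scavenger receptor of the response to oxidative stress, had 103 (95% interval 99.0 to 107) CPM in the library headed Differentiating, 38.0 in that headed Adherent and 0.0419 in that headed Suspension. The log2 ratio of SCARA3 between the libraries headed Adherent and Differentiating was −1.44 (95% interval −1.57 to −1.31). Aggrecan, ACAN, the large proteoglycan of cartilage, had 75.4 CPM in the library headed Differentiating and 0.401 in that headed Adherent, a log2 ratio of −7.55 (95% interval −8.87 to −6.51). The library headed Suspension held 0.0419 CPM of ACAN. OPCML, a cell adhesion molecule of the immunoglobulin family, stood at 30.8 CPM in the library headed Suspension, 2.06 in that headed Adherent and 0.964 in that headed Differentiating, with a log2 ratio of 1.10 (95% interval 0.29 to 1.93) between the latter pair. The cadherin gene FAT3 stayed below the minimum of 5 CPM, with 1.93, 0.631 and 0.0438 in the same order of libraries. PAX7, the transcription factor of quiescent satellite cells, had 24.2 CPM in the library headed Suspension, 4.93 in that headed Adherent and 1.10 in that headed Differentiating, and the log2 ratio of the latter pair was 2.17 (95% interval 1.51 to 2.87). AKR1D1, a steroid reductase, had a log2 ratio of −5.32. With the library headed Suspension taken as the adherent cells, the log2 ratio against the library headed Differentiating is −11.26 for SCARA3, −10.81 for ACAN and 5.00 for OPCML.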

In the last groups compared, i.e., adherent vs. differentiating, we showed the strongest changes in expression of following genes: scavenger receptor class A member 3 (*SCARA3*, log2(ratio) = −11.87), aggrecan (*ACAN*, log2(ratio) = −10.74), opioid-binding protein/cell adhesion molecule-like (*OPCML*, log2(ratio) = 4.82), FAT atypical cadherin 3 (*FAT3*, log2(ratio) = 4.65). For overall enrichment analysis of all the differentially expressed genes, we applied Metacape—a powerful software that combines functional enrichment, interactome analysis, gene annotation and membership search to leverage over 40 independent knowledgebases [19]. We used three independent lists (adherent undifferentiated vs. suspension, adherent differentiated vs. suspension, adherent undifferentiated vs. differentiated) containing ENTREZ IDs for the differentially expressed genes. 

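Of the genes that pass the minimum, 1064 changed at least 2-fold in each of the 3 comparisons. A further 2215 changed in both comparisons that include the library headed Adherent, 664 in both that include the library headed Suspension and 604 in both that include the library headed Differentiating. Direction was kept in the next counts. The libraries headed Adherent and Differentiating shared 604 genes at least 2-fold above the library headed Suspension, where independent lists of this size share 193, and 692 genes at least 2-fold below it, where independent lists share 345. DPT, the collagen-binding protein dermatopontin, was among the genes above in both, with log2 ratios of 8.61 and 9.26, as was GFPT2, an enzyme of hexosamine synthesis, with 9.76 and 8.43. SLIT1, a secreted guidance protein, was below in both, with −5.55 and −4.19, and so was IGFN1, a protein of the muscle Z-disc, with −4.82 and −3.83. Both comparisons use the same library headed Suspension. In 100 simulations of unchanged libraries with counting noise, no gene reached 2-fold in both, but this leaves out the spread between cultures, and part of the excess may come from the shared library. Taken against the library headed Adherent in place of that headed Suspension, 1440 genes were higher and 1704 lower in both of the other libraries.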

As can be observed in the Venn diagram (Figure 2A), many genes overlap between the compared experimental conditions. However, it is worth noting that the analysis did not consider the direction of expression changes, i.e., the stimulation or inhibition of gene expression. Then, we performed clusterization of the 20 top significantly enriched terms based on their cumulative hypergeometric *p*-values. The results of this analysis were shown as a heatmap. 

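Genes of the contractile apparatus were lower as a group in the library headed Differentiating than in that headed Suspension. Of 48 sarcomere genes, 40 were at least 2-fold lower and 1 higher in the library headed Differentiating than in that headed Suspension, with a median log2 ratio of −1.82. Xin, XIRP1, which binds actin at the ends of growing myofibrils, had 1229 CPM in the library headed Suspension and 195 in that headed Differentiating, a log2 ratio of −2.65 (95% interval −2.70 to −2.61). The fast troponin TNNC2 had a log2 ratio of −2.61, LMOD3, which seeds actin filaments, one of −2.74, while ACTA1, skeletal muscle actin, had one of 0.06. Genes of excitation-contraction coupling and the neuromuscular junction went the same way. Of 24, 20 were lower and 1 higher in the library headed Differentiating, with a median of −2.01. CHRNA1, a subunit of the muscle acetylcholine receptor, fell to 298 from 2674 CPM, a log2 ratio of −3.17 (95% interval −3.20 to −3.13). The 10 genes of muscle energy metabolism had medians of −0.17, −0.36 and 0.57 in the 3 comparisons, and none of these lay outside the central 95% of random lists. Fibroblast markers rose between the libraries headed Suspension and Differentiating, 21 of 25 being higher and 2 lower. Both contractile medians lay at percentile 0 among the random lists. With the library headed Adherent taken as suspension cells, 23 of 48 sarcomere genes were lower in differentiated cells and 8 higher. Suspension cells then stood above differentiated cells by a median of 0.67, and XIRP1 went the other way. For the coupling genes that median was 1.05, with 13 of 24 lower in differentiated cells and 1 higher. Of the sarcomere genes, 22 had been seen in the paper before the lists were fixed, so they are not independent of its findings.

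**Figure D1:**
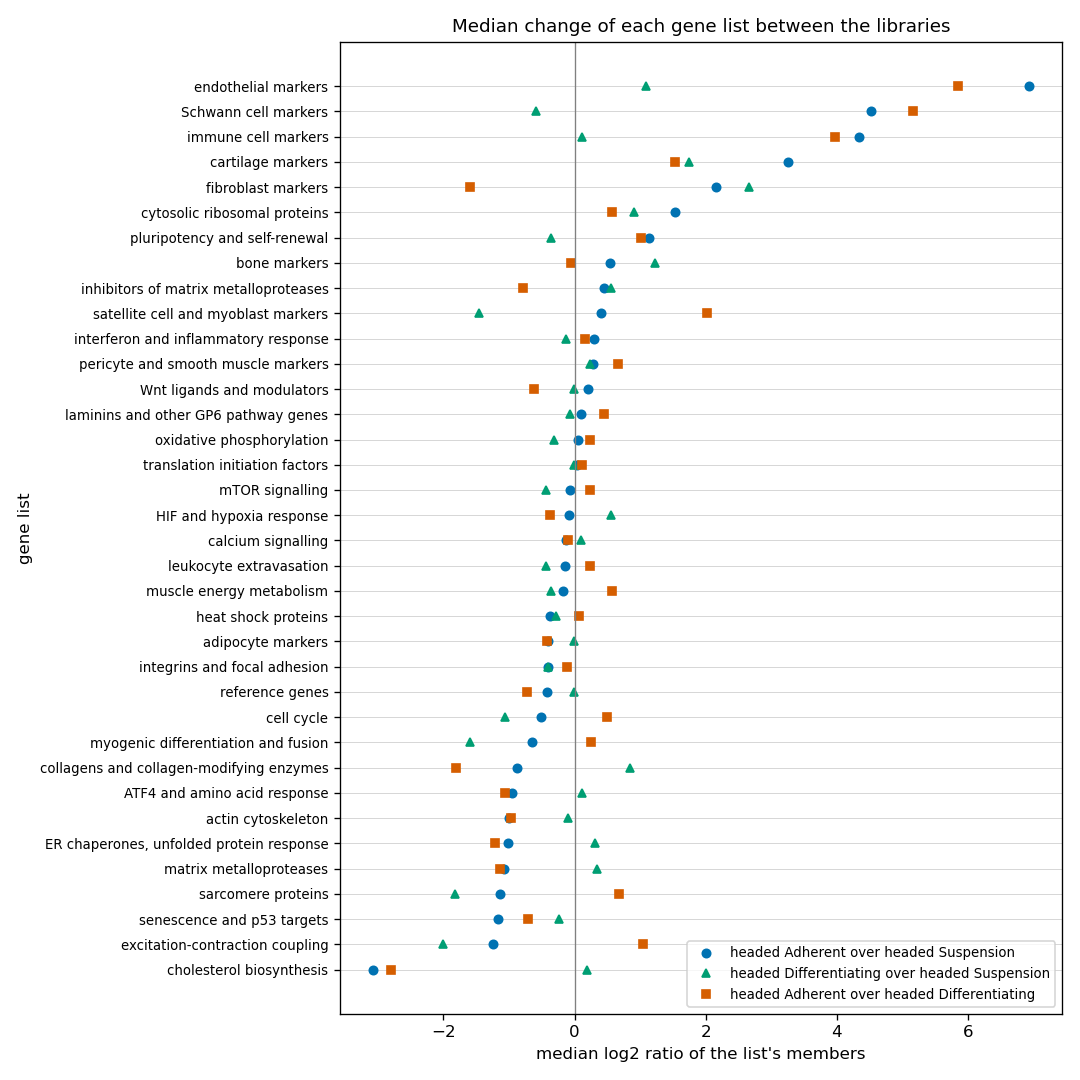
Median log2 ratio of each of the 36 gene lists on the horizontal axis, with 1 line per list and 1 symbol per comparison of libraries as headed. Endothelial markers lie farthest to the right for the library headed Adherent over that headed Suspension, at 6.93, and cholesterol biosynthesis farthest to the left, at −3.08.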

In the analysis performed, the most enriched terms refer to muscle structure: GO:0061061 muscle structure development (−log10(p)[Adherent undifferentiated vs. Suspension] = −23, −log10(p)[Adherent differentiated vs. Suspension] = −29, −log10(p)[Adherent undifferentiated vs. Differentiated] = −41), GO:0003012 muscle system process (-log10(p)[Adherent undifferentiated vs. Suspension] = −20, −log10(p)[Adherent differentiated vs. Suspension] = −15, −log10(p)[Adherent undifferentiated vs. Differentiated] = −30).

For each given gene list, a pathway and process enrichment analysis has been carried out, where terms with a *p*-value < 0.01, a minimum count of three and an enrichment factor > 1.5 (the ratio between the observed counts and the counts expected by chance) were grouped into clusters based on their membership similarities. Kappa scores were used as the similarity metric for hierarchical clustering of the enriched terms [30], and subtrees with a similarity of >0.3 are considered a cluster. The analysis showed the 20 independent clusters of different ontology terms, indicated by the respective colours in Figure 3. The superimposed pie chart shows the contribution of genes from each comparison to the formulation of ontology groups belonging to the clusters. We found four clusters that refer to muscle-related ontological terms, marked by coloured squares on the graph. Each of the skeletal muscle-related clusters consists of ten specific ontological terms. The first cluster with a cluster-ID described as “Actin filament-based process” marked by red colour, consists of the following ontological groups: 1—regulation of anatomical structure size, 2—regulation of cytoskeleton organization, 3—supramolecular fiber organization, 4—regulation of actin cytoskeleton organization, 5—actin filament organization, 6—actin cytoskeleton organization, 7—regulation of actin filament organization, 8—regulation of supramolecular fiber organization, 9—regulation of actin filament-based process, 10—actin filament-based process. The second cluster forms a collection of ontological terms that are more specific to the muscle cell cytoskeleton. This cluster is marked by light grey colour and refers to the actomyosin structure organization cluster, including: 1—contractile actin filament bundle assembly, 2—regulation of actomyosin structure organization, 3—regulation of stress fiber assembly, 4— actin filament bundle assembly, 5—actin filament bundle organization, 6—stress fiber assembly, 7—regulation of actin filament bundle assembly, 8—actomyosin structure organization, 9—positive regulation of stress fiber assembly, 10—positive regulation of actin filament bundle assembly. The third cluster, highlighted in green colour, comprises ontological terms related to muscle morphogenesis and includes: 1—myofibril assembly, 2—striated muscle cell development, 3-cellular component assembly involved in morphogenesis, 4—striated muscle cell differentiation, 5—muscle cell development, 6—muscle cell differentiation, 7—muscle tissue development, 8—striated muscle tissue development, 9—muscle organ development, 10-muscle structure development. The fourth cluster, which is marked in dark grey contains ontological terms, including: 1—actin filament-based movement, 2—Muscle contraction, 3—striated muscle contraction, 4—heart process, 5—regulation of heart contraction, 6—muscle contraction, 7—heart contraction, 8—muscle system process, 9—regulation of blood circulation, 10—regulation of system process.

Alternatively, an enrichment analysis of the gene ontology terms was also carried out using clusterProfiler. The analysis was performed separately for each comparison. Enriched GO BP terms were visualized using an enrichment map—a network where edges connect overlapping gene sets, leading to the identification of common functional ontological clusters (Figure 4). It is worth pointing out that the obtained enrichment of the ontological group corresponds to the previously conducted analysis performed by Metascape.

Subsequently, protein products of differentially expressed genes were evaluated by mutual interactions in the regulation of specific ontological processes. For this reason, Metascape was employed to carry out protein–protein interaction enrichment analysis. Application of the Molecular Complex Detection (MCODE) algorithm allows us to identify seven independent clusters shown in Figure 5, where the three best-scoring terms by *p*-value are presented in the tabular format. The MCODE2 network (coloured blue) refers to the ontological groups related to muscles, including: regulation of muscle system process, muscle contraction and muscle system process. 

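EEF1A2, the elongation factor isoform of muscle and nerve, had 1331 (95% interval 1314 to 1348) CPM in the library headed Adherent, 359 in that headed Suspension and 150.4 in that headed Differentiating. RCC1, the nucleotide exchange factor of Ran, kept this order with 305, 118 and 57.0 CPM, and so did TRIM63, a ubiquitin ligase of the sarcomere, with 424 (95% interval 415 to 434), 136 and 39.1. OBSL1, which links the sarcomere to the cytoskeleton, was instead highest in the library headed Suspension, with 273 CPM, followed by 48.5 in that headed Differentiating and 1.89 in that headed Adherent. The slow troponins TNNC1 and TNNI1 shared that order, with 969, 228 and 28.8 CPM for TNNC1 and 1716, 519 and 65.9 for TNNI1. For all 6 genes the 95% intervals of the 3 libraries did not overlap. The order of EEF1A2, RCC1 and TRIM63 puts the library headed Adherent first and the order of the other genes puts it last, so exchanging the 2 headings turns both orders. The table places OBSL1 on chromosome 7 from 18181447 to 18194183, TNNC1 on chromosome 14 from 472272 to 478141 and TRIM63 on chromosome 25 from 3798249 to 3801372. The paper names the build to which its reads were aligned, but whether these positions use it is not given in the sources used here.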

The protein–protein interaction network for the MCODE2 network consists of the following proteins/genes: Eukaryotic Translation Elongation Factor 1 α 2 (*EEF1A2*, RPKM(suspension) = 1528, RPKM(adherent) = 437, RPKM(differentiating) = 178), regulator of chromosome condensation 1 (*RCC1*, RPKM(suspension) = 300, RPKM(adherent) = 123, RPKM(differentiating) = 57), obscurin-like cytoskeletal adaptor 1 (*OBSL1*, RPKM(suspension) = 2, RPKM(adherent) = 220, RPKM(differentiating) = 39), troponin C1, slow skeletal and cardiac type (*TNNC1*, RPKM(suspension) = 23, RPKM(adherent) = 858, RPKM(differentiating) = 197), tripartite motif containing 63 (*TRIM63*, RPKM(suspension) = 578, RPKM(adherent) = 114, RPKM(differentiating) = 34) and troponin I1, slow skeletal type (*TNNI1*, RPKM(suspension) = 72, RPKM(adherent) = 1720, RPKM(differentiating) = 514).

In the next analysis, functional annotation of differentially expressed genes was evaluated using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics tool with GO BP Direct database. The relevant GO ontological groups with adjusted *p*-values below 0.05 and N per group > 5 were presented on Figure 6, where, in the comparison Adherent vs. Suspension, we showed that 15 GO BP terms are activated, and 15 terms are inhibited. In these experimental groups, DEGs from the “GO:0006936~muscle contraction” (*N* = 18, *p* = 9.52 × 10^−5^) showed stimulation of expression in adherent cells in relation to suspension cells. Also, genes related to muscle GO terms related to muscle are upregulated in adherent cells compared to suspension cells (“GO:0045214~sarcomere organization”, *N* = 11, *p* = 2.28 × 10^−6^, “GO:0030036~actin cytoskeleton organization”, *N* = 23, *p* = 3.29 × 10^−6^, “GO:0060048~cardiac muscle contraction”, *N* = 11, *p* = 1.60 × 10^−4^, “GO:0030049~muscle filament sliding”, *N* = 10, *p* = 2.02 × 10^−4^). 

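Genes of excitation-contraction coupling and the neuromuscular junction were lower, as a group, in the library headed Adherent than in that headed Suspension. Of 24 such genes, 13 were at least 2-fold lower, 5 higher and 6 neither, with a median log2 ratio of −1.25 at percentile 0. JPH2 stood at 7.28 against 136 CPM, a log2 ratio of −4.22 (95% interval −4.49 to −3.96), and CHRNA1 had one of −4.07. SRL, a calcium-binding protein of the sarcoplasmic reticulum, had a log2 ratio of −1.59. The group did not move as one. SLN, which inhibits the calcium pump of the sarcoplasmic reticulum, reached 57.8 against 2.73 CPM, a log2 ratio of 4.41 (95% interval 4.04 to 4.79). Triadin, TRDN, a partner of the calcium release channel, had one of 1.30, and AGRN, the nerve-derived organizer of the neuromuscular junction, one of 1.46. Markers of other cell types moved between the same libraries, since 21 of 22 endothelial markers reached 5 CPM in the library headed Adherent and 2 in that headed Suspension. Without the 9 members seen in the paper the list's median was −0.35 at percentile 31.0, inside the central 95% of random lists. The exchange of headings makes the same difference one of higher expression in adherent than in suspension cells.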

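Of 48 sarcomere genes, 26 were at least 2-fold lower in the library headed Adherent than in that headed Suspension, 7 were higher and 15 were neither, a median log2 ratio of −1.13 at percentile 0. MYL3, the slow and ventricular myosin light chain, had 975 CPM in the library headed Suspension and 3.73 in that headed Adherent, a log2 ratio of −8.03 (95% interval −8.41 to −7.68). XIRP1 had one of −3.97 and the Z-disc protein gene SYNPO2 one of −2.32. Against this direction, ACTA1 rose to 4739 from 1691 CPM, a log2 ratio of 1.49 (95% interval 1.47 to 1.50). TCAP, the titin cap, had 38.9 CPM against 0 counts, 309-fold higher when set against the floor of 3 counts. Of 57 genes of the actin cytoskeleton, 28 were lower and 6 higher, with a median of −0.997 at percentile 0.02. ACTB, cytoplasmic actin, had a log2 ratio of −0.94, the thymosin gene TMSB15B one of −2.29 and the formin DIAPH3 one of −2.57, while WASF3, which promotes actin branching, had one of 5.92. Between the same libraries, 15 of 25 fibroblast markers were higher and 7 lower in that headed Adherent, and 19 of 21 endothelial markers were higher and 1 lower. The sarcomere median without members seen in the paper was −0.48 at percentile 16.1, and the actin list taken by its mean lay at percentile 3.25, both inside the central 95% of random lists. For adherent against suspension cells these signs hold as headed and turn when the 2 headings are exchanged.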

A total of 28 upregulated and 8 downregulated GO BP terms in a comparison of differentiated vs. suspension cells were revealed by the analysis. 

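Matrix genes of connective tissue, cartilage and bone were higher in the library headed Differentiating than in that headed Suspension. Of 46 genes of collagens and their modifying enzymes, 18 were at least 2-fold higher and 6 lower, with a median log2 ratio of 0.85 at percentile 100. COL3A1 had a log2 ratio of 1.89, COL1A2 one of 1.58 (95% interval 1.57 to 1.59) and COL16A1, a collagen associated with fibrils, one of 4.14. COMP, the cartilage oligomeric matrix protein, had 897 against 33.5 CPM, a log2 ratio of 4.74 (95% interval 4.64 to 4.85), and ACAN had one of 10.81 (95% interval 8.33 to 16.12). Of 10 cartilage markers with a ratio, 6 were higher and 2 lower, with a median of 1.74 at percentile 100. Among 8 bone markers 5 were higher and 1 lower, around a median of 1.23 at percentile 99.5. SPP1, osteopontin, had a log2 ratio of 1.64 and BMP4, a bone morphogenetic protein, one of −2.80. Fibroblast markers moved between the same libraries, with 21 of 25 higher and a median of 2.66 at percentile 100. THY1, a surface protein of fibroblasts, had a log2 ratio of 1.53. With no filter on low values the cartilage median was 0.95 at percentile 99.9. When the library headed Adherent is taken as suspension cells it is −1.53 at percentile 10.6, inside the central 95% of random lists, that of the collagens 1.81, and the bone list, with a median of −0.0505 between the libraries headed Adherent and Differentiating, also lies inside.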

With regard to muscle-related GO BP terms, it was shown that, in the group of differentiated cells, the genes from “GO:0001501~skeletal system development” term (*N* = 19, *p* = 5.30 × 10^−5^) are stimulated. In the last comparison, i.e., adherent cells vs. differentiated cells, significant inhibition of genes belonging to 29 ontological terms and activation in18 GO PB terms were observed. 

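Genes of the sarcomere and of excitation-contraction coupling were higher, as groups, in the library headed Adherent than in that headed Differentiating. Of 48 sarcomere genes, 23 were at least 2-fold higher, 8 lower and 17 neither, with a median log2 ratio of 0.67 at percentile 100. TNNC2 had 832 against 65.6 CPM, a log2 ratio of 3.67 (95% interval 3.59 to 3.74). LMOD3 had one of 3.18 and ACTA1 one of 1.43, and TCAP stood at 0.351 CPM in the library headed Differentiating. Other members went the opposite way. XIRP1 had a log2 ratio of −1.31, and MYL3 had 272 CPM in the library headed Differentiating and a log2 ratio of −6.19. Of 24 genes of excitation-contraction coupling and the neuromuscular junction, 13 were higher and 1 lower, around a median of 1.05 at percentile 99.99. AGRN had a log2 ratio of 4.97 (95% interval 4.66 to 5.29), the sodium channel SCN4A one of 3.17 and RAPSN, which clusters acetylcholine receptors, one of 2.82. Muscle energy metabolism and myogenic differentiation and fusion, with medians of 0.57 and 0.25, lay inside the central 95% of random lists. Markers of other cell types differed between these libraries. In that headed Adherent, 14 of 25 fibroblast markers were lower and 7 higher, and 18 of 21 endothelial markers were higher and 2 lower. When the library headed Suspension is taken as the adherent cells, the sarcomere median against the library headed Differentiating is 1.82, so under both uses of the headings the sarcomere list was higher in adherent than in differentiated cells.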

The expression of genes forming muscle-dependent ontological terms is activated in adherent vs. differentiated cells (“GO:0007517~muscle organ development”, *N* = 22, *p* = 1.48 × 10^−13^, “GO:0045214~sarcomere organization”, *N* = 11, *p* = 6.76 × 10^−9^, “GO:0030049~muscle filament sliding”, *N* = 12, *p* = 9.61 × 10^−9^, “GO:0006936~muscle contraction’, *N* = 18, *p* = 2.02 × 10^−8^, “GO:0060048~cardiac muscle contraction”, *N* = 12, *p* = 6.7 × 10^−08^, “GO:0006937~regulation of muscle contraction”, *N* = 7, *p* = 1.77 × 10^−06^, “GO:0007519~skeletal muscle tissue development”, *N* = 11, *p* = 2.38 × 10^−6^, “GO:1903779~regulation of cardiac conduction”, *N* = 10, *p* = 4.1 × 10^−5^, “GO:0003009~skeletal muscle contraction”, *N* = 7, *p* = 6.16 x10^−5^, “GO:0035914~skeletal muscle cell differentiation”, *N* = 9, *p* = 9.77 × 10^−5^, “GO:0055003~cardiac myofibril assembly”, *N* = 5, *p* = 3.33 × 10^−4^).

In the next study, changes in the expression profile of specific genes forming previously enriched ontology groups from the DAVID analysis were examined. Assuming that if, in any comparison, a set of genes forming a given ontology group was significantly stimulated or inhibited, then the gene expression profile for that ontology group was presented for all analysed comparisons. The overlaps between the seven muscle-related ontology groups containing genes that were differentially expressed in all of the comparisons were presented using a circos plot (Figure 7). This analysis provided several specific gene expression profiles that changed under different culture conditions. 

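CHRND, the delta subunit of the muscle acetylcholine receptor, had 236 (95% interval 229 to 243) CPM in the library headed Adherent, 98.9 in that headed Suspension and 24.6 (95% interval 22.6 to 26.8) in that headed Differentiating. Its log2 ratio was 1.26 (95% interval 1.18 to 1.33) between the libraries headed Adherent and Suspension and −2.01 (95% interval −2.14 to −1.87) between those headed Differentiating and Suspension. TRIM63, which marks sarcomere proteins for degradation, had log2 ratios of 1.64 (95% interval 1.58 to 1.70) and −1.80 (95% interval −1.91 to −1.69) in these comparisons and 3.44 between the libraries headed Adherent and Differentiating. Both genes were therefore highest in the library headed Adherent and lowest in that headed Differentiating, with intervals that do not overlap. If the library headed Adherent holds the suspension cells, both were highest in suspension cells. The table places CHRND on chromosome 11 from 14883744 to 14887145.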

The genes from the analysed groups with the “red, red, green”, colour profile in the circos plots (from the comparisons of Differentiating vs. Suspension, Adherent vs. Suspension, Adherent vs. Differentiating, respectively) concerned only two genes: tripartite motif containing 63 (*TRIM63*) and cholinergic receptor nicotinic delta subunit (*CHRND*), which undergo the highest expression in suspension cells. The next profile, colour-coded in “green, green, green”, concerns genes whose expression is highest in adherent cells, lower in differentiated cells and lowest in suspension cells. The genes mentioned above include: troponin T2 (*TNNT2*), troponin C1 (*TNNC1*), keratin type I cytoskeletal 19-like (*KRT19*), troponin I1 (*TNNI1*) and cysteine and glycine rich protein 3 (*CSRP3*).

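TNNT2, cardiac troponin T, which embryonic skeletal muscle also makes, had 4225 (95% interval 4199 to 4251) CPM in the library headed Suspension, 943 (95% interval 930.4 to 956) in that headed Differentiating and 97.1 (95% interval 92.5 to 102) in that headed Adherent. CSRP3, the muscle LIM protein of the Z-disc, had 216, 71.1 and 8.66 CPM in the same order of libraries. Between the libraries headed Adherent and Suspension the log2 ratios were −5.44 (95% interval −5.51 to −5.37) for TNNT2, −5.07 for TNNC1, −4.70 for TNNI1 and −4.64 for CSRP3. Between those headed Differentiating and Suspension they were −2.16, −2.09, −1.73 and −1.60 in the same order. These 4 genes thus ran from the library headed Suspension through that headed Differentiating to that headed Adherent, and with the 2 headings exchanged they run from adherent through differentiated to suspension cells. KRT19 was not analysed here. Each difference between neighbouring libraries was larger than its counting error, and no replicate can show whether it is larger than the spread between cultures. Across the genes of the Results text and Table 1, the order of the 3 libraries was free of overlapping intervals for 41 of 54.

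**Figure D2:**
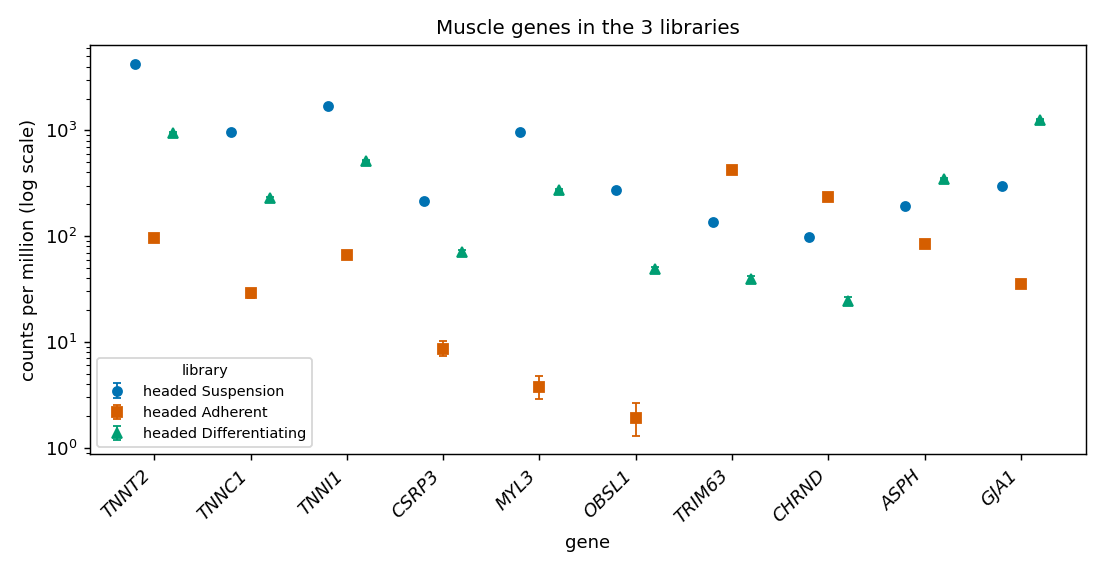
Levels in CPM of 10 muscle genes on a log axis in the libraries headed Suspension (circles), Adherent (squares) and Differentiating (triangles), 1 library each, with bars for the exact 95% Poisson interval. TNNT2, TNNC1, TNNI1, CSRP3, MYL3, OBSL1, ASPH and GJA1 are lowest in the library headed Adherent, and TRIM63 and CHRND are highest there.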

Another profile of genes marked in “green, green, red”, referred to genes whose expression is highest in differentiated cells, lower in adherent cells and lowest in suspension cells. This group consists of: aspartate β-hydroxylase (*ASPH*), actin, γ-enteric smooth muscle (*ACTG2*) and gap junction protein α 1 (*GJA1*).

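ASPH, which hydroxylates aspartate and from whose locus junctin of the sarcoplasmic reticulum is also made, had 345 (95% interval 337 to 352) CPM in the library headed Differentiating, 191 (95% interval 186 to 197) in that headed Suspension and 84.4 (95% interval 80.2 to 88.9) in that headed Adherent. GJA1, connexin 43 of gap junctions, had 1257 (95% interval 1243 to 1272), 301 (95% interval 294 to 308) and 35.4 (95% interval 32.7 to 38.3) CPM in that order. The library headed Differentiating was above that headed Suspension by log2 ratios of 0.85 for ASPH and 2.06 (95% interval 2.03 to 2.10) for GJA1, of which the first is below 2-fold. Against the library headed Suspension, the library headed Adherent had −1.18 for ASPH and −3.09 for GJA1. Differentiated cells were highest under both uses of the headings, and which of the adherent and suspension cells came last depends on them. ACTG2 was not analysed here.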

The contribution of DEGs in the modulation of the Striated Muscle Contraction Pathway is shown in Figure 8. The log2 fold-change values of DEGs were mapped with appropriate colours. Agreen colour indicates statistically significant upregulated genes, and a red colour refers to downregulated genes. A white colour marks genes whose expression was not significantly changed. As we noticed previously for some genes forming troponin-T, troponin-I and troponin-C, the highest expression was observed in adherent cells, lower in differentiated cells and the lowest in suspend cells (*TNNT2*, *TNNI1*, *TNNC1*).

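The troponin genes did not share one pattern. The slow and cardiac forms TNNT2, TNNI1 and TNNC1 were highest in the library headed Suspension, whereas TNNC2, troponin C of fast fibres, was highest in the library headed Adherent, with 832 (95% interval 819 to 846) CPM against 401 (95% interval 393 to 409) in that headed Suspension, a log2 ratio of 1.05. The log2 ratio of TNNI1 between the libraries headed Adherent and Differentiating was −2.98 (95% interval −3.06 to −2.89), that of TNNC1 was −2.99 and that of TNNT2 was −3.28. Each of these 3 genes was at least 2-fold apart in every pair of libraries. TNNI1 and TNNT2 lie close together in the table, on chromosome 28 from 247998 to 255162 and on chromosome 28 from 265414 to 273619. DES, the intermediate filament desmin of muscle, had 2781, 1064 and 940.3 CPM in the libraries headed Suspension, Adherent and Differentiating.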

The differential expression analysis yielded lists of 1673 DEGs between Adherent vs. Suspension, 876 DEGs between Adherent and Differentiating and 1594 DEGs between Differentiating and Suspension, which were used for Ingenuity Pathway Analysis. Core analysis was performed and figures for the top three directionally enriched canonical pathways for each comparison were generated. The top enriched pathways between Adherent vs. Suspension were EIF2 signalling and mTOR signaling, which were inhibited, and leukocyte extravasation signaling, which was activated (Figures S1–S3).

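Genes of the cytosolic ribosome, which IPA counts within EIF2 signalling, were higher in the library headed Adherent than in that headed Suspension. Of 64 genes, 55 were at least 2-fold higher, 0 lower and 9 neither, with a median log2 ratio of 1.53 at percentile 100. RPL34 had 545 against 95.6 CPM, a log2 ratio of 2.51 (95% interval 2.45 to 2.58), RPS16 had one of 2.26 and RPL4 one of 1.47. The 41 initiation factors had a median of 0.04, inside the central 95% of random lists, with 8 higher and 6 lower. EIF4EBP1, a translational repressor that mTOR acts on, had a log2 ratio of 2.41 (95% interval 2.35 to 2.46). Of 40 genes of mTOR signalling, listed without ribosomal proteins and initiation factors, 7 were higher and 5 lower. Their median of −0.07 changes sign between scalings. SESN1, a sestrin that restrains mTOR, had a log2 ratio of 3.29 and IRS2, the insulin receptor substrate, one of 3.33. The 31 genes of leukocyte extravasation, listed without integrins, actins and metalloproteases, had a median of −0.15, with 11 higher and 10 lower. Those higher included endothelial junction genes, with log2 ratios of 7.15 for CDH5 and 5.69 for PECAM1, and those lower included JAM3, a junctional adhesion molecule, with −1.88. Immune cell markers also differed between these libraries, 12 of 21 reaching 5 CPM in the library headed Adherent and 3 in that headed Suspension. Exchanging the headings makes the ribosomal genes lower in adherent than in suspension cells, with a median of −1.53.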

For Adherent vs. Differentiating, calcium signalling, GP6 signalling and inhibition of matrix metalloproteases were the top three enriched pathways and were all activated (Figures S4–S6).

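The 43 genes of calcium signalling, listed apart from those of excitation-contraction coupling, did not move one way between the libraries headed Adherent and Differentiating. Of these, 7 were at least 2-fold higher and 13 lower, with a median log2 ratio of −0.10 at percentile 28.3. CREB3L1, a membrane-bound transcription factor, had 23.0 against 739.6 CPM, a log2 ratio of −5.00 (95% interval −5.15 to −4.86), the calcium release channel ITPR2 one of −2.88 and NFATC2, a transcription factor that calcineurin activates, one of 4.52. Collagens, which the platelet receptor GP6 binds, were lower as a group with their modifying enzymes in the library headed Adherent. Of 46 genes of collagens and their modifying enzymes, 31 were lower and 10 higher, with a median of −1.81 at percentile 0. COL1A2 stood at 3977 CPM there and had a log2 ratio of −3.04, and LOX, which crosslinks collagen, had one of −4.08 (95% interval −4.43 to −3.76). With the collagens, fibroblast markers had a median of −1.59, 14 of 25 being lower and 7 higher, while 18 of 21 endothelial markers were higher and 2 lower. The 20 laminins and other genes of that pathway had a median of 0.44, with 8 higher, among them LAMA4 with 3.11, and 6 lower, among them LAMA1 with −3.04. With at least 50 CPM required, the median was 2.16 at percentile 99.95. Of 9 inhibitors of matrix metalloproteases, 1 was higher and 4 were lower, around a median of −0.79 at percentile 5.50, inside the central 95% of random lists. TIMP4 had a log2 ratio of 2.57, TIMP2 one of −2.01 and the thrombospondin THBS2 one of −3.91. The proteases themselves were lower, 8 of 14, with a median of −1.14 at percentile 0.05. MMP9, a gelatinase, had a log2 ratio of −3.88 and MMP2 one of −3.54 (95% interval −3.61 to −3.47). Taking the library headed Suspension as the adherent cells, the medians are −0.0928 for calcium signalling, −0.55 for the inhibitors and −0.85 for the collagens, and the first pair moves to percentiles 0.27 and 0.63, outside the central 95%. Calcium signalling taken by its mean also lies outside, at percentile 2.20.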

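Genes of the response to hypoxia were shifted upwards by less than 2-fold in the library headed Differentiating against that headed Suspension. Of 37, 8 were at least 2-fold higher, 3 lower and 26 neither, with a median log2 ratio of 0.55 at percentile 100. VEGFA, the vascular growth factor that HIF induces, had 103 against 28.5 CPM, a log2 ratio of 1.85 (95% interval 1.72 to 1.97). CA12, a carbonic anhydrase, had one of 2.78, and LOX one of 2.82. The glycolytic enzyme ENO1 had 5218 CPM and a log2 ratio of 0.91, just under 2-fold. Integrin and focal adhesion genes had a median of −0.40 at percentile 3.04, inside the central 95% of random lists, with 3 of 32 higher and 5 lower. With at least 50 CPM required it was −0.59 at percentile 0.65, outside. ITGA11, a collagen receptor, had a log2 ratio of 4.54 (95% interval 4.08 to 5.04), ITGB3 one of 1.88, ITGB1 one of −0.02 and ITGA4 one of −1.12. Among 57 genes of the actin cytoskeleton 3 were higher and 8 lower, and the median of −0.10 changes sign between scalings. MYLK, myosin light chain kinase, had a log2 ratio of −2.10 and ACTB one of 0.19. Fibroblast markers moved far more, with 21 of 25 higher and a median of 2.66. If the library headed Adherent is taken as suspension cells, the medians of differentiated against suspension cells are 0.38 for hypoxia, at percentile 95.9 and so inside the central 95% of random lists, 0.97 for actin, at percentile 100, and 0.12 for integrins, at percentile 70.1.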

Integrin signalling, actin cytoskeletal signalling and Hifα signalling were the top enriched pathways in Differentiating vs. Suspension and were all activated (Figures S7–S9).

## 4. Discussion

Modern molecular analysis techniques allow researchers to conduct complete transcriptomic analysis, tracking the changes in expression of genes over the durtaion of long-term in vitro culture and differentiation [31]. In this study, we have investigated turkey muscle satellite cells, extracted from the *Pectoralis thoracicus* muscle of a 1-day old specimen, to study the molecular influence of an Adherent vs. Suspension environment on their long-term culture. Furthermore, myotube differentiation of the adherent cells was performed to provide a further point of control reference for the analysis of suspension-cultured cells. This approach should provide information on whether suspension cultures, indicated as one of the best approaches for potential large-scale in vitro meat production, significantly influence the levels of gene expression in myosatellites [3]. In turn, the advanced bioinformatical analysis of the differentially expressed genes provides a molecular insight into the processes occurring during the long term culture of muscle satellite cells, potentially elucidating the influence of the different ex vivo conditions on their functioning and potential differentiation [12].

It is well known that culture conditions can influence gene expression of the cultured cells, with the initial results of the study confirming these notions [32]. Interestingly, gene ontology analysis indicated that the genes belonging to muscle-associated terms were generally upregulated in adherent vs. suspension cultures. Similar dependencies were observed in differentiated vs. suspension, as well as adherent vs. differentiated comparisons. These changes suggest that the suspension-cultured cells are characterised by a significantly larger deviation from the muscle phenotype. However, as the suspension-cultured cells were also characterised by a lower expression of muscle-specific genes, the results of the study confirm the previous reports that ex vivo conditions promote culture stem cells’ plasticity, with the long-term in vitro culture predisposing them to a phenotype different than physiological [33].

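Genes of the myogenic programme were lower, as groups, in the library headed Differentiating than in that headed Suspension. MYOD1, a transcription factor that commits cells to muscle, had 1522 (95% interval 1503 to 1540.1) CPM in the library headed Adherent, 768 in that headed Suspension and 93.8 in that headed Differentiating. MYF5, another of this family, had 263, 29.7 and 1.97 CPM in the same order. Of 28 markers of satellite cells and myoblasts, 11 were at least 2-fold higher and 6 lower in the library headed Adherent than in that headed Suspension, a median log2 ratio of 0.40 at percentile 96.6, inside the central 95% of random lists. The library headed Differentiating was lower for 16 of 28, with a median of −1.45 at percentile 0. Of 30 genes of myogenic differentiation and fusion, 3 were higher and 13 lower in the library headed Adherent against that headed Suspension, a median of −0.65 at percentile 3.87, inside the central 95%, and 19 were lower in that headed Differentiating, with a median of −1.59. TMEM8C, the fusion protein myomaker, had 856 CPM in the library headed Suspension, 102 in that headed Differentiating and 98.8 in that headed Adherent. Cell cycle genes were lower in the library headed Differentiating, 39 of 72 by at least 2-fold and 0 higher, with a median of −1.06 at percentile 0. TOP2A, a topoisomerase of dividing cells, had a log2 ratio of −1.34 and SMC2, a condensin subunit, one of −2.89. Fibroblast markers were higher there, 21 of 25. With the headings exchanged, differentiated and suspension cells are the libraries headed Differentiating and Adherent. Between the libraries headed Adherent and Differentiating the differentiation and fusion list had a median of 0.25 at percentile 88.4, inside the central 95%, and the satellite cell list 2.02 at percentile 100. Cell cycle genes had one of 0.49 at percentile 99.96, 21 of 72 being lower and 3 higher in that headed Differentiating. From the upregulation of genes in muscle terms in adherent and in differentiated cells against suspension cells, and in adherent against differentiated cells, the paper proposes that suspension-cultured cells deviate more from the muscle phenotype. For differentiated against suspension cells, the sarcomere list here went the other way under both uses of the headings. Its median was −1.82 as headed, at percentile 0. With the exchange, suspension cells stood above differentiated cells by a median of 0.67, at percentile 100, although 8 of 48 genes went the other way. The lists here are not the paper's terms, and its calls used another threshold.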

Moreover, the downstream analysis of the results focused on signalling pathways that were differentially regulated among the analysed sample groups. Firstly, in the adherent vs. suspension analysis, the top enriched pathways included EIF2 and mTor signalling (inhibited) and leukocyte extravation signalling (activated). EIF2 signalling is a pathway governing the initiation of translation, with its action essential for the proper course of this process [34]. In the context of stem cells, Jeske et al. connected the downregulation of EIF2 signalling to the change in immune phenotype in in vitro cultured mesenchymal stem cells (MSCs) [35]. Furthermore, Bijonowski et al. connected the activity of the EIF2 pathway to MSC stemness, with its inhibition significantly impairing stem cell plasticity [36]. In turn, this pathway was also implicated in cancer, due to the exceptional translational activity of the tumours [37]. The mTOR pathway normally acts as an intermediate, integrating upstream and downstream pathways, and was previously associated with the build-up of muscle mass [38]. Bodine et al., in an in vivo study, connected mTOR activity to increased muscle mass in the analysed subjects, as well as adaptation to resistance training [39]. Moreover, mTOR signalling was implicated in the maintenance of stem cell function during aging, as well as mediating their differentiation [40]. Additionally, mTOR signalling was also associated with cancer, by way of increased pathway activity characteristic for malignant tumours [37]. In this comparison, the results suggest that adherent cells exhibit significantly less plasticity than those cultured in suspension, as the activity of both EIF2 and mTOR pathways were connected to increased proliferation and differentiation of MSCs. The role of the leukocyte extravasation pathway activation is not clear, but it is possible that it occurs due to the major participation of both of the aforementioned pathways in its mechanisms. However, it is also worth noting that all of these pathways were implicated in regulation of the innate inflammatory response [41,42]. Hence, it cannot be ruled out that their regulation could be associated with the environmental stress to which the analysed cells were subjected in the suspended culture conditions. Nonetheless, further studies would be needed to fully elucidate the mechanism and effect of their potential participation in such response.

In the adherent vs. differentiating myosatellites comparison, all three of the most enriched pathways, calcium signalling, GP6 signalling and inhibition of matrix metalloproteinases, were activated. Calcium signalling is well known to participate in the processes associated with muscle function and development [43,44,45]. It also plays a role in the activation of satellite cells for proliferation and differentiation [46]. Furthermore, it has been implicated in a range of processes associated with MSC function and progression towards different lineages [47]. Most probably, the GP6 pathway, which has not been previously associated with any muscle, or stem cell-associated processes, has been significantly enriched due to the large overlap with the aforementioned calcium signalling pathway. In turn, activation of the matrix metalloproteinase inhibition pathway suggests significantly higher inhibition of these proteins in adherent vs. differentiating cells. Matrix metalloproteinases (MMPs) have been implicated in a range of muscle cell-associated process both in vivo and in vitro, including their proliferation, migration and differentiation [48]. Furthermore, MMPs were reported to be involved in the activation of satellite cells induced by stretching [49], while their inhibition was shown to supress muscle cell migration [50]. In the context of stem cells in general, MMPs were reported to mediate their proliferation and plasticity, both in physiology and cancer [51,52,53]. In summary, the activation of calcium signalling and GP6 pathways in adherent vs. differentiating cells points, unsurprisingly, is associated with the larger plasticity and potential of the undifferentiated long-term in vitro-cultured cells. Moreover, the activation of pathways associated with MMP inhibition suggests lower migration abilities of the undifferentiated cells. However, the results are somehow contrary, therefore yielding this part of the analysis somewhat inconclusive.

In the final comparison of differentiating vs. suspension-cultured cells, the three most enriched pathways (integrin signalling, actin cytoskeletal signalling and HIFα signalling) were all activated. Integrin signalling has been associated with the process of muscle function, with its inhibition in satellite cells resulting in impaired muscle regeneration [54]. Furthermore, it is also connected to the topic of stem cells, with integrins indicated as major players in the extracellular matrix-associated stem cells’ processes [55]. Signalling pathways involving integrins have also been described as crucial for the formation of the stem cell niche [56]. When it comes to the signalling associated with actin cytoskeleton, this structure mostly plays a role in smooth muscle cell development [57]. Nevertheless, diverse roles of actin cytoskeleton in striated muscles have also been indicated [58]. Furthermore, changes and regulation in this structure have been proven to play a major role in smooth muscle cell migration [59]. Furthermore, HIFα was found to play a role in muscle metabolic changes induced by hypoxia [60]. Modulation of HIF was described as regulating skeletal myogenesis in vivo through the modulation of Wnt signalling [61]. Moreover, HIF-hypoxia signalling was implicated in the physiological functioning of the striated muscle, especially in its regeneration and homeostasis, as well as in the process of muscle fibrosis [62,63]. In summary, the most differentially regulated pathways between differentiating and suspension-cultured cells further suggest a loss of muscle cell characteristics associated with suspension cultures, which is made especially apparent due to the comparison with differentiating myoblasts, resembling those observed in in vivo experiments.

## 5. Conclusions

Overall, the results of the study provide a molecular insight into the effects of suspension culture on myosatellite cells. The differential regulation of gene expression, as well as significant enrichment and modulation of pathway activity, suggest that suspension culture potentially promotes the ex vivo-associated loss of physiological characteristics and gain of plasticity. These differences are especially pronounced in comparison with differentiating myoblasts. Therefore, it seems that suspension cultures, often considered the desired method for in vitro meat production, require further investigation to fully elucidate their effect on myosatellites and possibly enable their easier scalability to ensure suitability for industrial application. However, it needs to be noted that the obtained results come from a purely transcriptomic analysis. Hence, while the obtained information about the intrinsic molecular mechanisms regarding myosatellite cells in suspension culture is a valuable point of reference for future studies, it needs to be further validated on a proteomic level.

## Figures and Tables

**Figure 1:**
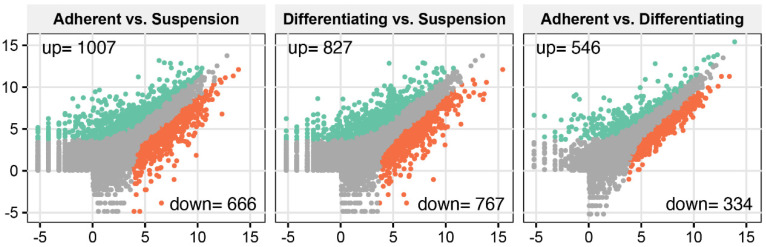
Total gene expression profiles in the following comparisons: adherent undifferentiated vs. suspension-cultured, adherent differentiated vs. suspension, adherent undifferentiated vs. differentiated. Each dot represents log2(RPKM) value from a single gene. Grey dots represent the genes below cut-off limit (*p* > 0.05). Green and red dots represent differentially expressed genes where green colour marked the stimulated genes, while red ones were inhibited. Stimulation or inhibition was determined in relation to the second group from each compared pair (occurring after vs. in the graph description).

**Figure 2:**
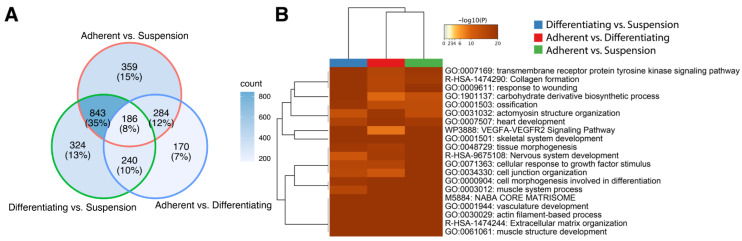
Metascape functional analysis of transcriptome profiles between: Adherent differentiated vs. Suspension, Adherent undifferentiated vs. Differentiated, Adherent undifferentiated vs. Suspension. (**A**) The Venn diagram shows overlapping of DEGs from different input gene lists. (**B**) Heatmap of the top 20 enriched terms across differentially expressed gene lists.

**Figure 3:**
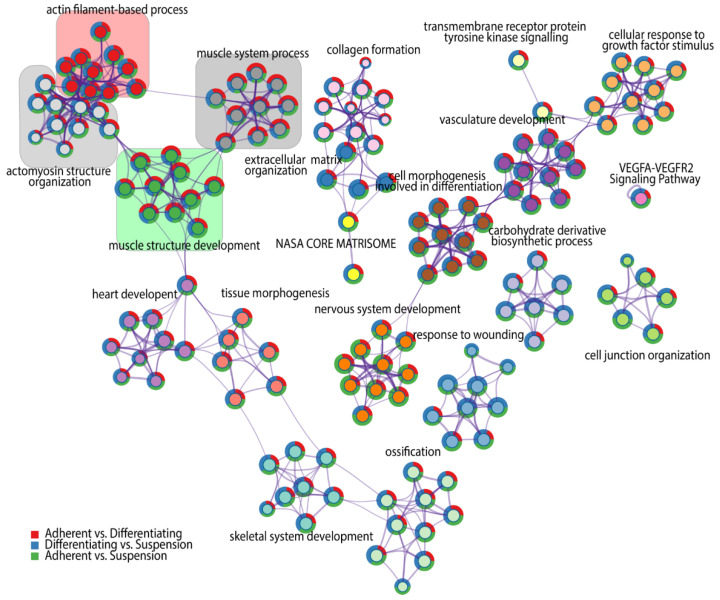
Network of significantly enriched terms obtained by Metascape. Nodes of the network are composed of two circular components. The internal one represents a cluster identified by a generalized name (cluster-ID), coloured by cluster-ID, where nodes sharing the same cluster ID are closer to each other and are marked by this same colour. External components of nodes are colour-coded, corresponding to the DEGs numbers from each comparison.

**Figure 4:**
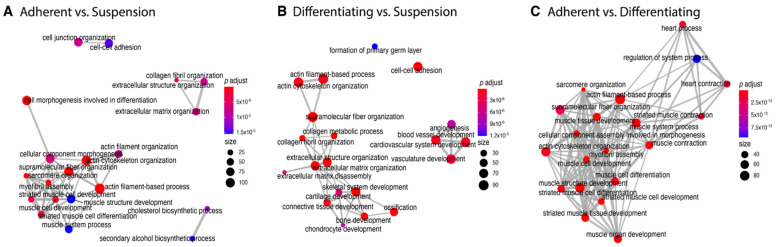
The 20 most statistically significantly enriched ontological terms in the analysed comparisons (**A**–**C**). The colour of nodes corresponds to the *p*-value, and the size of nodes represents the number of genes forming a given ontological group. Graphs were produced using clusterProfiler package.

**Figure 5:**
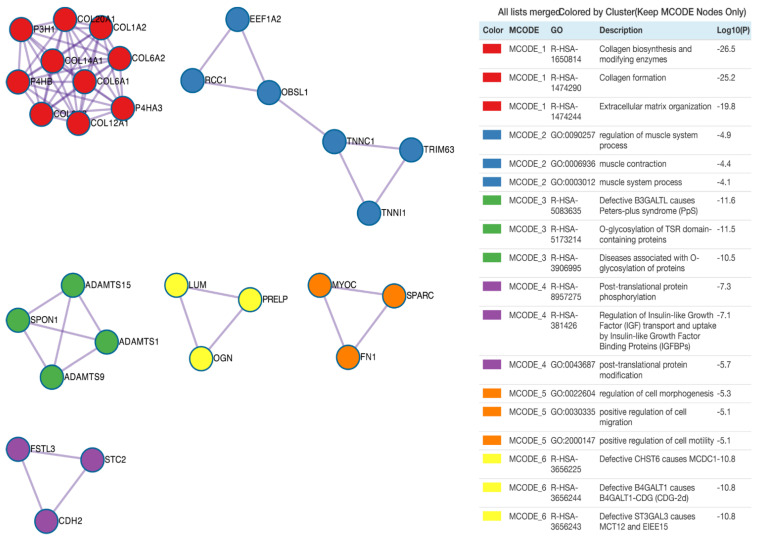
Protein–protein interaction enrichment analysis. Network contains the subset of proteins that form physical interaction with at least one other member from the input list. The Molecular Complex Detection (MCODE) algorithm was applied to identify the density of connected nodules with relevant statistics analysis presented as log10(*p*) value. Each MCODE network is assigned a unique colour.

**Figure 6:**
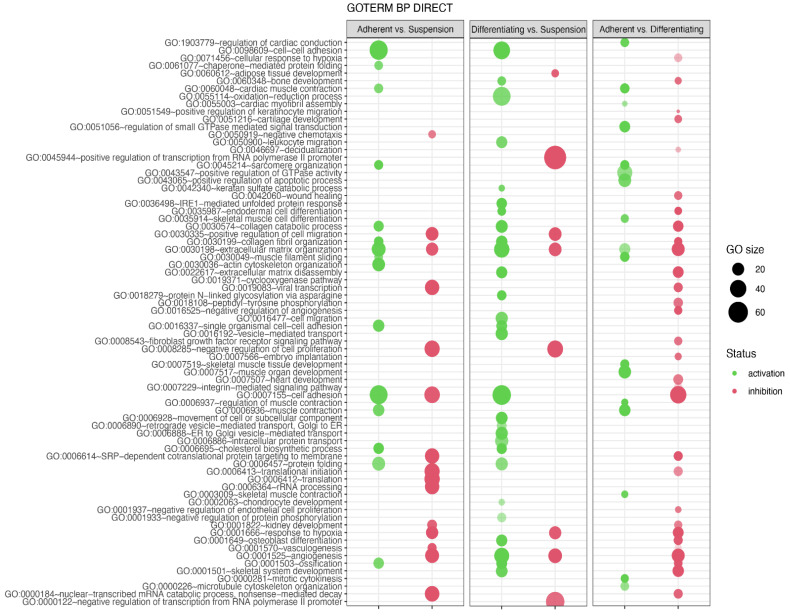
Bubble plot of differentially expressed gene sets overrepresented in the DAVID GO BP DIRECT gene ontology (GO) database. The analysis was performed separately for each experimental group (Adherent vs. Suspension, Differentiating vs. Suspension, Adherent vs. Differentiating). The graph shows only the GO terms above the established cut-off criteria (*p* with correction <0.05 and >5 genes per group). Each bubble’s size reflects the number of differentially expressed genes, assigned to the GO BP terms. The bubbles’ transparency displays *p*-values (more transparent—closer to the *p* = 0.05 cut-off). The red colour indicates downregulated expression of the genes comprising the relevant GO terms; green colour indicates upregulation.

**Figure 7:**
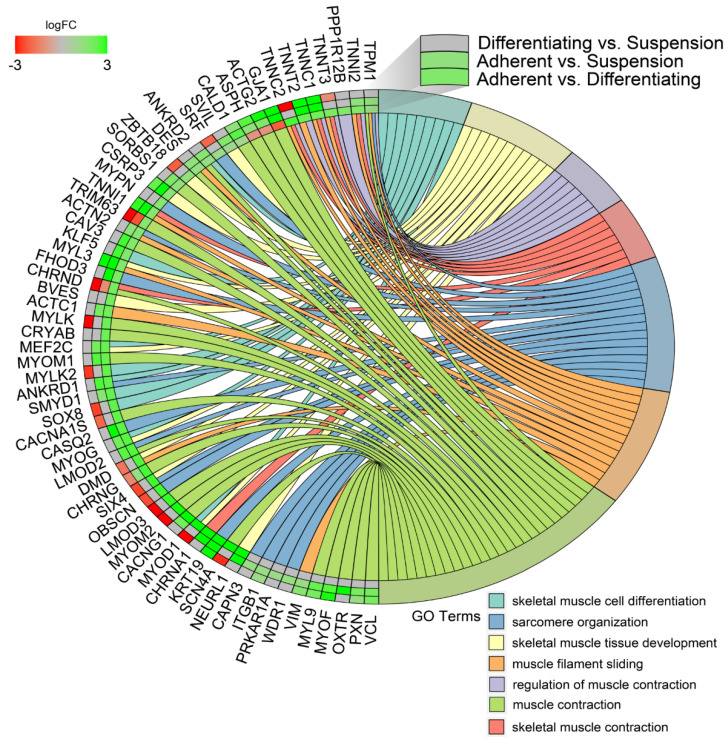
Detailed analysis of seven enriched gene ontology groups selected from the DAVID GO BP DIRECT GO database presented using circos plots. Symbols of DEG from each of the analysed comparisons are displayed on the left side of the graph with their logFC values, mapped by colour scale (green = higher expression; red = lower expression). The grey colour corresponds to expression levels below the cut-off value for the given comparisons. Coloured connecting lines determine gene involvement in the GO terms.

**Figure 8:**
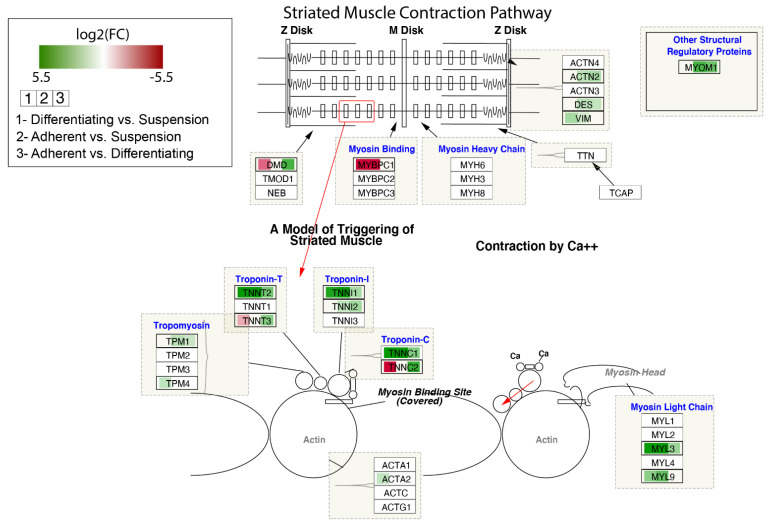
Striated Muscle Contraction Pathway. Colours map expression changes of genes; green colour—statistically significant increase in expression, red colour—statistically significant decrease in expression, white colour—statistically insignificant. The box in the pathway that corresponds to a given gene was divided into three parts, coloured separately according to the gene expression comparisons. Graph was produced using Cytoscape (v. 3.7.2) with RCy3 library.

**Table 1:** Detailed list of the top 20 most regulated genes (ten up and ten down) from the following comparisons: adherent vs. suspension, adherent differentiated vs. suspension, adherent undifferentiated vs. differentiating. Relevant gene symbols’ gene names, RPKM values of two compared groups, “M” value corresponding to the log2 ratio between two compared conditions (log2(RPKM [first group]/RPKM [second group])), “D” the value difference between conditions (RPKM [group with higher RPKM]—RPKM[group with lower RPKM]) and *p*-values are shown.

Adherent vs. Suspension						
Symbol	Description	RPKM (Adherent)	RPKM (Suspension)	M	D	*p*-Value
*CACNG3*	calcium voltage-gated channel auxiliary subunit γ 3	93.74	0.07	10.40	93.67	0.0004
*WNT10A*	Wnt family member 10A	22.51	0.03	9.34	22.48	0.01
*ADAM8*	ADAM metallopeptidase domain 8	215.70	0.49	8.79	215.21	0.00003
*CHST1*	carbohydrate sulfotransferase 1	15.41	0.03	8.79	15.37	0.03
*MYL3*	myosin light chain 3	932.39	3.61	8.01	928.79	0.0000001
*GJD4*	gap junction protein delta 4	34.45	0.21	7.37	34.24	0.005
*NMU*	neuromedin U	32.12	0.21	7.27	31.91	0.006
*OBSL1*	obscurin like cytoskeletal adaptor 1	219.66	1.53	7.17	218.13	0.00003
*WNT7A*	Wnt family member 7A	17.79	0.14	7.00	17.66	0.02
*MMP27*	matrix metallopeptidase 27	79.04	0.62	6.98	78.42	0.0007
*IFITM5*	interferon induced transmembrane protein 5	0.16	117.07	−9.49	116.90	0.0002
*SPON2*	spondin 2	0.54	426.83	−9.62	426.29	0.0000001
*CDH19*	cadherin 19	0.03	24.56	−9.82	24.54	0.01
*DPT*	dermatopontin	0.05	51.28	−9.88	51.23	0.002
*SNCA*	synuclein α	0.03	29.08	−10.07	29.05	0.008
*CHODL*	chondrolectin	0.03	31.02	−10.16	30.99	0.007
*SCARA3*	scavenger receptor class A member 3	0.03	36.43	−10.39	36.40	0.004
*PLP1*	proteolipid protein 1	0.05	75.57	−10.44	75.51	0.0007
*C1QTNF2*	C1q and TNF related 2	0.05	75.98	−10.45	75.93	0.0007
*FGL2*	fibrinogen like 2	0.27	397.62	−10.52	397.35	0.0000001
Differentiating vs. Suspension						
*CACNG3*	calcium voltage-gated channel auxiliary subunit γ 3	77.22	0.07	10.12	77.15	0.0008
*ADAM8*	ADAM metallopeptidase domain 8	455.09	0.49	9.87	454.61	0.0000001
*MMP13*	matrix metallopeptidase 13	64.49	0.14	8.86	64.35	0.001
*EPHX4*	epoxide hydrolase 4	13.12	0.07	7.56	13.05	0.04
*RSPO4*	R-spondin 4	23.03	0.14	7.37	22.89	0.01
*MMP27*	matrix metallopeptidase 27	90.79	0.62	7.18	90.16	0.0005
*ACAN*	agg recan	92.72	0.69	7.06	92.03	0.0005
*PHGDH*	phosphoglycerate dehydrogenase	980.38	8.54	6.84	971.84	0.0000001
*PRRX2*	paired related homeobox 2	101.80	1.18	6.43	100.62	0.0004
*PGF*	placental growth factor	227.74	2.91	6.29	224.83	0.00003
*MMRN2*	multimerin 2	0.06	28.66	−9.02	28.60	0.008
*SNCA*	synuclein α	0.06	29.08	−9.04	29.02	0.008
*MATN1*	matrilin 1	0.03	17.21	−9.28	17.18	0.02
*RGS5*	regulator of G-protein signaling 5	0.11	68.98	−9.28	68.87	0.001
*BCAS1*	breast carcinoma amplified sequence 1	0.17	104.16	−9.29	103.99	0.0004
*GJA4*	gap junction protein α 4	0.03	17.63	−9.31	17.60	0.02
*CNTN1*	contactin 1	0.06	38.58	−9.44	38.53	0.004
*FOXJ1*	forkhead box J1	0.03	27.48	−9.96	27.45	0.009
*FGL2*	fibrinogen like 2	0.22	397.63	−10.81	397.41	0.0000001
*PLP1*	proteolipid protein 1	0.03	75.57	−11.41	75.54	0.0009
Adherent vs. Differentiating						
*OPCML*	opioid binding protein/cell adhesion molecule like	14.11	0.50	4.82	13.61	0.04
*FAT3*	FAT atypical cadherin 3	27.89	1.11	4.65	26.78	0.008
*PDGFB*	platelet derived growth factor subunit B	26.21	1.11	4.56	25.10	0.01
*OPTC*	opticin	34.67	1.66	4.38	33.01	0.005
*SLIT1*	slit guidance ligand 1	504.98	28.24	4.16	476.74	0.00006
*PLXNA2*	plexin A2	15.03	0.89	4.08	14.15	0.03
*PAX7*	paired box 7	84.54	5.26	4.01	79.28	0.0007
*PTPRQ*	protein tyrosine phosphatase receptor type Q	80.53	5.04	4.00	75.49	0.0008
*NHSL2*	NHS like 2	53.83	3.88	3.80	49.95	0.002
*AIF1L*	allograft inflammatory factor 1 like	84.71	6.59	3.68	78.12	0.0008
*SCIN*	scinderin	0.11	24.97	−7.85	24.86	0.01
*GFPT2*	glutamine-fructose-6-phosphate transaminase 2	0.38	105.42	−8.12	105.04	0.0002
*SLC1A6*	solute carrier family 1 member 6	0.05	16.67	−8.26	16.61	0.02
*TTC29*	tetratricopeptide repeat domain 29	0.16	67.94	−8.71	67.77	0.0009
*SPON2*	spondin 2	0.54	377.28	−9.44	376.74	0.0000001
*OGN*	osteoglycin	0.43	546.16	−10.30	545.72	0.0000001
*AKR1D1*	aldo-keto reductase family 1 member D1	0.38	480.65	−10.31	480.27	0.0000001
*DPT*	dermatopontin	0.05	90.36	−10.70	90.31	0.0003
*ACAN*	aggrecan	0.05	92.74	−10.74	92.69	0.0003
*SCARA3*	scavenger receptor class A member 3	0.03	101.21	−11.87	101.19	0.0002

## Data Availability

All data described in this manuscript, if not already a part of its contents and/or Supplementary Materials, is available from the corresponding authors upon reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes13020242/s1, Figure S1: Adherent vs. suspension EIF2 signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S2: Adherent vs. suspension mTor signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S3: Adherent vs. suspension leukocyte extravation signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S4: Adherent vs. differentiating calcium signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S5: Adherent vs. differentiating GP6 signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S6: Adherent vs. differentiating Inhibition of matrix metalloproteases pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S7: Differentiating vs. suspension integrin signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S8: Differentiating vs. suspension actin cytoskeletal signaling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Figure S9: Differentiating vs. suspension Hifα signalling pathway. Graph was produced using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden Germany), Table S1: The list of all differentially expressed genes detected in this study.

How the deposited data were processed for this re-analysis (not part of the article)

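RNA of turkey satellite cells in 3 culture conditions was sequenced as 1 library per condition, each from the pooled RNA of 3 experiments. The conditions were suspension culture, adherent undifferentiated culture and adherent differentiated culture. The authors report bcl2fastq 2.20, FastQC, Skewer, STAR 2.5.2b with a turkey genome and Ensembl annotation, featureCounts and NOISeq. Whether the deposited table comes from that route is not given in the sources used here. The paper names the build to which its reads were aligned, but whether the table's positions use that build is likewise not given.

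The deposited counts per gene and library are reads on exons, with reads on introns and whole genes beside them, and no scaling was applied to them by the authors. The deposited RPKM values are counts divided by exon length and by 1 denominator per library, which was larger than the sum of exon reads, and served here only for comparison with the paper's levels. The deposited fold-change scores are signed ratios of unscaled counts, checked against the counts in every gene with at least 10 reads in both libraries. The headings of 2 of the 3 fold changes take the columns headed Suspension and Adherent for each other, and the libraries were grouped by the headings of the counts.

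The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and TMM factors with edgeR 4.0.16 in R 4.3.3. Counts were divided by the library's exon reads, 23844835, 17444865 and 22816125 in the libraries headed Suspension, Adherent and Differentiating, and given as CPM. Of 23976 genes, 11022 had at least 5 CPM in at least 1 library. A change was a ratio of at least 2-fold, a log2 ratio of at least 1 in size, with no pseudocount. No ratio was taken where both counts were at or under the floor of 3, and a count of 0 was set to that floor. One read is 0.0419, 0.0573 and 0.0438 CPM in that order. Intervals of 95% are exact and cover counting error only, and with 1 library per group no p-value was computed. Reads that near-identical genes share, such as those of ribosomal proteins, actins and ubiquitin, were taken as counted, and 95.5%, 95.5% and 96.1% of exon reads were unique to 1 gene.

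For each of 36 gene lists fixed before the data were examined, and 2 added after (immediate early genes and genes of tissues not in muscle), the median log2 ratio was placed among 10000 random lists matched on mean expression in 20 bins, and stood apart at a percentile of at most 2.5 or at least 97.5. The fixed lists were muscle (sarcomere, excitation-contraction coupling, energy metabolism, satellite cell markers, differentiation and fusion), growth and signalling (cell cycle, ribosomal proteins, initiation factors, mTOR, integrins, actin, HIF, calcium, Wnt, leukocyte extravasation), matrix (collagens, GP6 pathway, metalloproteases and their inhibitors), stress and metabolism (cholesterol, endoplasmic reticulum, ATF4, oxidative phosphorylation, heat shock, interferon, senescence, pluripotency) and cell types (fibroblast, Schwann cell, endothelial, pericyte, cartilage, bone, adipocyte, immune), with reference genes.

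Genes were named by a rule fixed at the same time, except that values in the paper's text and Table 1 had been seen. It takes every gene of the paper's Results text and Table 1, then per comparison the 10 largest and 10 smallest log2 ratios among genes with at least 100 CPM in the higher library, at least 10 reads in the lower and a symbol that is no LOC number. It adds per list up to 4 members with the largest change and 2 with the highest mean. Of the paper's genes, 54 were found by symbol, and 8, MMP27, CDH19, MMP13, RGS5, NHSL2, SCIN, KRT19 and ACTG2, were not analysed here. Some genes of the paper's Table 1 are not reported here singly and count only in totals.

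The calls were tried on simulated counts drawn from 1 shared profile with counting noise only. Spread between cultures was left out, so the outcome says nothing about false calls that such spread would cause. Of 50 genes each changed by 3, 4 or 8-fold in the comparison of the libraries headed Adherent and Suspension, all were called, of 50 changed by 1.5-fold none, and of 10083 unchanged genes none. The alternatives were pseudocounts of 1 and 10, no filter and a minimum of 50 CPM, median-of-ratios, TMM and upper quartile scaling, totals without the 10 most abundant genes, limits of 1.5-fold and 4-fold, intervals wholly beyond 2-fold, genes with a symbol only, a minimum on values divided by exon length, the mean of a list, lists without members seen in the paper, and an order called from intervals that do not overlap. The exchange of the 2 headings was added after the data were examined. The authors' calls at a p-value below 0.05, and their adjustment, were not used here.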

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

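The tests of the headings, of another processing of the reads, of the scaling and of RNA from other cell types were chosen after the results were seen. The lists of immediate early genes and of genes of tissues not in muscle were written after the data were examined. Each gene group below, and the intron reads, are given because the paper's text does not analyse them and their reads lie above the limit that a count of 0 allows.

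The headings Suspension and Adherent name opposite libraries in the counts and in 2 of the 3 deposited fold changes, and of 48 ratios in the paper's Table 1, 23 had the paper's sign as headed and 48 with the headings exchanged. Of 76 suspension and adherent levels in the paper, a share of 0.0263 lay at most 25% above or 20% below the CPM as headed and 0.50 with the headings exchanged, which argues against the paper's values coming from the counts as headed. Of 41 differentiating levels, which the exchange does not touch, a share of 0.390 lay as close, and among levels of at least 1 the shares were 0.533 of 30 for these and 0.608 of 51 for the others with the headings exchanged, so whether another processing of the reads lies behind the paper's values stays open. Whether the wrong heading stands on the count columns, or on the 2 fold changes and the paper's levels together, cannot be told apart. If it stands on the count columns, the fold change named for suspension and adherent cells also runs in the opposite order to the 2 others. The paper's text gives no RT-qPCR or protein level of these genes. No biological explanation was tested.

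Endothelial markers stood apart in the library headed Adherent, with a median log2 ratio of 6.93 over that headed Suspension, as did Schwann cell markers with 4.52 and immune cell markers with 4.33, and PECAM1, the endothelial adhesion molecule, reached 154 CPM and SOX10, the Schwann cell transcription factor, 65.7. Of 22, 16 and 21 such markers in that order, 21, 10 and 12 reached 5 CPM in that library and 2, 4 and 3 in that headed Suspension. The medians thus rest partly on genes that passed the minimum through the library where they are high. Matched random lists had medians of 2.10, 1.06 and 1.00. Of 36 genes of tissues not in muscle, 11 reached 5 CPM in the library headed Adherent, 0.320 times the share of the endothelial list. This cannot decide on unspliced RNA, since genes silent in the culture would give none, and this library had the largest share of intron reads, 24.3%. The endothelial list was also taken up because it stood apart. Genomic DNA would raise genes of other tissues as well, but of 15 with a ratio, 1 was higher and 2 were lower than in the library headed Suspension. The remaining genes of the 36 stayed under 5 CPM in every library, so a DNA background below that level stays open. The endothelial markers had a median of 31.6 CPM in the library headed Adherent. Scaling left the endothelial median at 6.92 or more. RNA of other cell types of muscle in the culture and a change of these genes in the cultured cells themselves cannot be told apart, since the share of 0.818 of 22 endothelial markers (3 of them in another list) at 5 CPM and at least 2-fold above both other libraries restates the pattern. The culture condition stays open as untested, since each is a single library, and no sort that would remove other cells is given in the sources used here. Whether adherent or suspension cells carry the pattern depends on the headings.

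Immediate early genes, which respond fast to stimuli, were higher in the library headed Adherent than in that headed Suspension for 25 of 28, with a median log2 ratio of 2.84, and EGR1 stood at 4684 against 158 CPM. Without JUN and EGR1, whose levels prompted the list, the lower of the medians against the other libraries was 2.78, which is consistent with a fast response to handling before the cells were lysed. A few abundant genes do not account for it, since totals without the 10 most abundant genes of any library moved these medians by at most 0.119. The culture condition stays open as untested, since handling and culture differ between single libraries.

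Genes of cholesterol biosynthesis had a median log2 ratio of −3.08 between the libraries headed Adherent and Suspension, with 14 of 19 lower. Endoplasmic reticulum chaperones and genes of the unfolded protein response had a median of −1.22 between the libraries headed Adherent and Differentiating, with 26 of 46 lower. Intron reads made up 24.3% of the gene reads of the library headed Adherent.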

How the results depend on the processing

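The alternative with the headings exchanged was chosen after the data were examined, and the others before. Each of the 4 other scalings adds 1 constant to all ratios of a comparison. The place of a list median among the random lists therefore could not change, so that all 114 kept it tests nothing. The median of all genes moved by up to 0.09 between the libraries headed Adherent and Suspension, 0.19 between those headed Differentiating and Suspension and −0.18 between those headed Adherent and Differentiating. Some list medians near 0 changed sign, such as that of mTOR signalling between the libraries headed Adherent and Suspension. Of 789 ratios of named genes of at least 2-fold, 663 still were with a pseudocount of 10 and 774 with TMM, and each kept its sign under both. Depth limits genes at a few reads, whose intervals are widest. No paired analysis was possible because each group has 1 library, and no replicate could be left out. The authors' p below 0.05 and its adjustment were not run, since no p-value was used here.

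The numbers of genes changed depend on the limits, and each pair that follows gives genes higher and lower. With a pseudocount of 10 they were 1311 and 1291 for adherent against suspension, 469 and 729 for differentiated against suspension and 1490 and 1090 for adherent against differentiated. With at least 50 CPM in 1 library they were 941 and 1226, 442 and 759, and 1110 and 1015 in that order, from fewer genes. At 4-fold they were 1246 and 809, 435 and 472, and 1292 and 770. With no filter, 4148 were higher for adherent against suspension, 1706 higher and 2383 lower for differentiated against suspension and 4493 higher for adherent against differentiated. At 1.5-fold, 3754 were lower in the first, 1658 higher and 2806 lower in the second and 3099 lower in the last. With the headings exchanged, differentiated against suspension gave 2017 and 2501 and adherent against differentiated 1580 and 1001. Genes shared against suspension were 272 higher and 146 lower at 4-fold, and 1440 and 1704 with the headings exchanged.

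Exchanging the headings turned the medians of adherent against suspension for sarcomere genes to 1.13, excitation-contraction coupling to 1.251, actin to 0.997 and ribosomal proteins to −1.53, and that of cartilage markers for differentiated against suspension to −1.53, inside the central 95% of random lists. The same exchange took hypoxia to 0.38 for differentiated against suspension, from outside to inside the central 95%. It took actin to 0.97 in that comparison, and the protease inhibitors to −0.55 and calcium signalling to −0.0928 for adherent against differentiated, each from inside to outside. Without members seen in the paper, the medians of adherent against suspension were −0.48 for sarcomere genes and −0.35 for excitation-contraction coupling, inside the central 95% of random lists, and Wnt genes had 0.15 for adherent against differentiated, where the main value was −0.62. The mean in place of the median gave −0.50 for actin, −0.42 for calcium signalling in adherent against differentiated, −0.0489 for pericyte markers in differentiated against suspension and 0.0911 for senescence genes in adherent against differentiated. With no filter, the other GP6 pathway genes had 1.20 and Wnt genes 0.27 for adherent against differentiated. With at least 50 CPM, these were 2.16 and 1.53, and differentiated against suspension gave −0.59 for integrins, moving them outside the central 95%, and −0.13 for calcium signalling. For settings other than the exchange and the changes of genes counted, the cause was not tested.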

Differences from the paper's values

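Each pair below gives the paper's log2 ratio in Table 1 first and the value here, as headed, after it. A difference counts as closed where the paper's ratio lies within the 95% counting interval of the value here or, for a gene at 0 counts, where the bound is at most 1.5 times the paper's fold in the same direction. For adherent against suspension cells these were CACNG3 10.40 and −10.22, WNT10A 9.34 and −6.86, ADAM8 8.79 and −9.10, CHST1 8.79 and −5.23, MYL3 8.01 and −8.03, GJD4 7.37 and −6.39, NMU 7.27 and −7.35, OBSL1 7.17 and −7.17 and WNT7A 7.00 and −6.01. The paper's lowest ratios were IFITM5 −9.49 and 9.69, SPON2 −9.62 and 10.02, DPT −9.88 and 8.61, CHODL −10.16 and 8.43, SCARA3 −10.39 and 9.82, C1QTNF2 −10.45 and 10.69 and FGL2 −10.52 and 10.65, and the values of WNT10A and NMU are bounds, since a count of 0 was set to the floor. None of the alternatives set before the data were examined brought a value of this comparison within the paper's. With the headings exchanged, an alternative chosen after the values were seen that drops none of the paper's genes, all but CHST1 and GJD4 did, at 5.23 and 6.39.

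For differentiated against suspension cells the paper's ratio and the value here were CACNG3 10.12 and −0.36, ADAM8 9.87 and 1.07, EPHX4 7.56 and 0.87, RSPO4 7.37 and 4.35, ACAN 7.06 and 10.81, PHGDH 6.84 and 0.91, PRRX2 6.43 and 3.82, PGF 6.29 and 4.11, BCAS1 −9.29 and −0.42, GJA4 −9.31 and 0.0636 and FGL2 −10.81 and 0.29. None of the alternatives set beforehand closed these differences. With the headings exchanged, chosen after the values were seen and dropping none of them, all but GJA4, at −6.87, did.

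For adherent against differentiated cells the pairs were OPCML 4.82 and 1.10, OPTC 4.38 and 6.80, SLIT1 4.16 and −1.36, PLXNA2 4.08 and 6.41, PAX7 4.01 and 2.17, PTPRQ 4.00 and −0.82 and AIF1L 3.68 and 2.13, and among the paper's lowest GFPT2 −8.12 and 1.34, SLC1A6 −8.26 and −6.06, TTC29 −8.71 and −5.46, SPON2 −9.44 and 0.25, OGN −10.30 and −2.22, AKR1D1 −10.31 and −5.32, DPT −10.70 and −0.65, ACAN −10.74 and −7.55 and SCARA3 −11.87 and −1.44. None of the alternatives set beforehand closed these differences. The exchange of headings, chosen after the values were seen, closed all but those of AIF1L, at 3.45, and SLC1A6, at −6.68, and dropped none.

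The paper gives levels as RPKM and those here are in CPM, whose scale lay nearer to the paper's than the deposited RPKM. For suspension cells the paper's level and the value here were EEF1A2 1528 and 359, RCC1 300 and 118, OBSL1 2 and 273, TNNC1 23 and 969, TRIM63 578 and 136 and TNNI1 72 and 1716. For adherent cells they were EEF1A2 437 and 1331, RCC1 123 and 305, OBSL1 220 and 1.89, TNNC1 858 and 28.8, TRIM63 114 and 424 and TNNI1 1720 and 65.9. None of the other scalings set beforehand closed these differences, and the exchange of headings, chosen after the values were seen, brought all 12 within 1.5 times of the paper's and dropped none, the farthest being TRIM63 in suspension cells, at 424.

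The paper counts genes at p < 0.05 from NOISeq and the counts here are of genes changed at least 2-fold, so the thresholds differ. For adherent against suspension the paper's 1007 genes higher and 666 lower stand against 2203 and 2385. Set beforehand, 4-fold came within 1.5 times of both, and a pseudocount of 10 and a minimum of 50 CPM of the higher count. With the headings exchanged the 4-fold counts of 1246 and 809 change places, and the lower count is then over 1.5 times the paper's. With 50 CPM and the headings exchanged the counts were 1226 and 941, within 1.5 times of both, a combination looked at after the values were seen. For differentiated against suspension the paper's 767 lower stand against 1580, and a pseudocount of 10 or a minimum of 50 CPM came within 1.5 times. The same settings took the higher count, 1001 against the paper's 827, to 469 and 442, over 1.5 times below the paper's. With 50 CPM and the headings exchanged, also looked at afterwards, the counts were 1015 higher and 1110 lower, within 1.5 times of both. For adherent against differentiated the paper's 546 higher and 334 lower stand against 2501 and 2017, and no alternative taken alone came within 1.5 times of either. With the headings also exchanged, the counts were 472 and 435 at 4-fold, 729 and 469 with a pseudocount of 10 and 759 and 442 with 50 CPM. Each of these pairs lies within 1.5 times of both, in combinations looked at after the values were seen.

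The paper states that muscle contraction and sarcomere genes were upregulated in adherent against suspension cells. As headed, 26 of 48 sarcomere genes were lower and 7 higher, although ACTA1 and TNNC2, at log2 ratios of 1.49 and 1.05, were among the higher. The paper ranks TRIM63 and CHRND highest in suspension cells and TNNT2, TNNC1, TNNI1 and CSRP3 highest in adherent cells, whereas TRIM63 and CHRND were highest in the library headed Adherent, at 424 and 236 CPM, and the others in that headed Suspension, with TNNT2 at 4225 and CSRP3 at 216 CPM. It places ASPH and GJA1 highest in differentiated and lowest in suspension cells, and here both were highest in the library headed Differentiating and lowest in that headed Adherent, at 84.4 and 35.4 CPM. The paper reports EIF2 signalling as inhibited in adherent against suspension cells, and as headed 55 of 64 ribosomal protein genes were higher. The exchange of headings, chosen after the values were seen, gives the paper's direction for each of these. Leukocyte extravasation, reported as activated, and mTOR signalling, reported as inhibited, had medians of −0.15 and −0.07. Both lie inside the central 95% of random lists under both uses of the headings. The mTOR list leaves out ribosomal proteins and initiation factors, and the extravasation list leaves out integrins, actins and metalloproteases. These medians therefore give no direction for the lists and do not bear on the whole pathways. For adherent against differentiated cells the paper reports calcium signalling, GP6 signalling and inhibition of matrix metalloproteases as activated. The medians here were −0.10 for calcium signalling, −0.79 for the protease inhibitors and −1.81 for collagens listed with their modifying enzymes. The GP6 pathway holds collagens, but no median was taken without the enzymes. The other GP6 pathway genes had 0.44. Of these lists, only that of collagens and their enzymes lay outside the central 95% of random lists in the main setting. The proteases themselves were lower for 8 of 14 and higher for 2, with a median of −1.14 at percentile 0.05. Between the libraries headed Differentiating and Suspension their median was 0.34 at percentile 99.69. As a list they were thus lower in adherent than in differentiated cells under both uses of the headings, though RNA does not measure their inhibition. The other GP6 pathway genes lay outside, in the paper's direction, with no filter (1.20) and with at least 50 CPM (2.16). Against the paper's direction, calcium signalling did by its mean (−0.42), and so did calcium signalling and the inhibitors with the headings exchanged. The calcium list leaves out the genes of excitation-contraction coupling, so it is a part of the pathway. Their own list had a median of 1.05 between the libraries headed Adherent and Differentiating. Between those headed Differentiating and Suspension it had −2.01, so it was higher in adherent than in differentiated cells under both uses. For differentiated against suspension cells it reports integrin and actin signalling as activated, where the medians here were −0.40 and −0.10, both inside the central 95%, with integrins outside it at −0.59 where 50 CPM were required and actin turning sign under other scalings, and the exchange, chosen after the values were seen, gave 0.12 and 0.97. The median for HIF signalling, also reported as activated, was 0.55. The paper also describes muscle terms as upregulated in this comparison, whereas the sarcomere median was −1.82 as headed. With the exchange, suspension cells stood above differentiated cells by a median of 0.67, so the exchange does not give the paper's direction for this list.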

Other observations

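Genes of cholesterol synthesis were low in the library headed Adherent. SQLE, which makes squalene epoxide, had 6.59 CPM there against 169 in the library headed Suspension and 229.8 in that headed Differentiating, and MSMO1, a later enzyme of the pathway, 6.48 against 166 and 192. SREBF2, the transcription factor of the pathway, had a log2 ratio of −3.08 between the libraries headed Adherent and Suspension, while the library headed Differentiating had a median of 0.18 for the list over that headed Suspension. Endoplasmic reticulum chaperones and unfolded protein response genes had a median of −1.01 between the libraries headed Adherent and Suspension at percentile 0. P4HB, a protein disulfide isomerase, had 266 CPM in the library headed Adherent and 2247 in that headed Differentiating, but HSPA5, the main chaperone of the reticulum, was higher in the library headed Adherent, with a log2 ratio of 1.92 (95% interval 1.89 to 1.94) over that headed Suspension. Genes of the ATF4 and amino acid response had medians of −0.96 between those libraries and −1.05 between the libraries headed Adherent and Differentiating, with 16 and 17 of 34 lower. STC2, a stress-induced secreted protein, went the opposite way, at 3094 CPM against 307.

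Heat shock proteins had no common direction, with 6 higher and 8 lower of 34 between the libraries headed Adherent and Suspension and a median of −0.38 inside the central 95% of random lists. HSPA2, a chaperone of the HSP70 family, stood at 7043 against 301 CPM, and HSPB2, a small heat shock protein of muscle, at 11.9 against 211. Senescence genes and targets of p53 had a median of −1.17 at percentile 0.07, with CDKN1A, the inhibitor of cyclin-dependent kinases, at a log2 ratio of −3.07 and SESN1, another p53 target, at 3.29. Of 7 genes of pluripotency and self-renewal, 4 were higher and 1 lower, with a median of 1.13 at percentile 98.3, and KLF2, also an immediate early gene, had a log2 ratio of 5.91. The satellite cell and myoblast markers had a median of 2.02 between the libraries headed Adherent and Differentiating, at percentile 100, with 19 of 28 higher.

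Other lists had these medians between the libraries headed Adherent and Suspension. Oxidative phosphorylation had 0.06, adipocyte markers −0.40, interferon and inflammatory response 0.30, pericyte and smooth muscle markers 0.28, Wnt ligands and modulators 0.20 and reference genes −0.43, each inside the central 95% of random lists. Between the libraries headed Adherent and Differentiating, some of these lay outside, with reference genes at −0.73 (percentile 0.82), Wnt genes at −0.62 (percentile 0.57, with 10 higher and 10 lower) and pericyte markers at 0.66 (percentile 98.6). The Wnt median turned sign with other filters, the reference genes lay inside by their mean, and the pericyte markers lay inside with at least 50 CPM. Pericyte markers were also outside between the libraries headed Differentiating and Suspension, at 0.23, with 4 higher and 5 lower, and by their mean the sign turned. Genes of tissues not in muscle had a median of 0.03 between the libraries headed Adherent and Suspension, and ALB, the liver gene for albumin, stood at 233, 238 and 157 CPM in the libraries headed Suspension, Adherent and Differentiating. The directions of these values between adherent and suspension cells also depend on the headings.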
